# MMTR/Dmap1 Sets the Stage for Early Lineage Commitment of Embryonic Stem Cells by Crosstalk with PcG Proteins

**DOI:** 10.3390/cells9051190

**Published:** 2020-05-11

**Authors:** Young Jin Lee, Seung Han Son, Chang Su Lim, Min Young Kim, Si Woo Lee, Sangwon Lee, Jinseon Jeon, Dae Hyun Ha, Na Rae Jung, Su Youne Han, Byung-Rok Do, Insung Na, Vladimir N. Uversky, Chul Geun Kim

**Keywords:** MMTR/Dmap1, Tip-p400 complex, polycomb repressive complexes (PRCs), bivalency, poised gene, embryonic stem cells

## Abstract

Chromatin remodeling, including histone modification, chromatin (un)folding, and nucleosome remodeling, is a significant transcriptional regulation mechanism. By these epigenetic modifications, transcription factors and their regulators are recruited to the promoters of target genes, and thus gene expression is controlled through either transcriptional activation or repression. The *Mat1*-mediated transcriptional repressor (MMTR)/DNA methyltransferase 1 (DNMT1)-associated protein (Dmap1) is a transcription corepressor involved in chromatin remodeling, cell cycle regulation, DNA double-strand break repair, and tumor suppression. The Tip60-p400 complex proteins, including MMTR/Dmap1, interact with the oncogene Myc in embryonic stem cells (ESCs). These proteins interplay with the stem cell-related proteome networks and regulate gene expressions. However, the detailed mechanisms of their functions are unknown. Here, we show that MMTR/Dmap1, along with other Tip60-p400 complex proteins, bind the promoters of differentiation commitment genes in mouse ESCs. Hence, MMTR/Dmap1 controls gene expression alterations during differentiation. Furthermore, we propose a novel mechanism of MMTR/Dmap1 function in early stage lineage commitment of mouse ESCs by crosstalk with the polycomb group (PcG) proteins. The complex controls histone mark bivalency and transcriptional poising of commitment genes. Taken together, our comprehensive findings will help better understand the MMTR/Dmap1-mediated transcriptional regulation in ESCs and other cell types.

## 1. Introduction

Preimplantation embryo-derived embryonic stem cells (ESCs) are able to self-renew and differentiate into multi-lineage cell types in vitro and in vivo with a normal karyotype [1,2,3]. Due to the fact of their contributions to the normal tissue or organ development after in vitro differentiation, ESCs have a promising potential for cell therapeutic development in regenerative medicine which defines the tremendous public attention to these cells [4,5]. To expand the range of cell types derived efficiently from the in vitro differentiation and thereby broaden the successful use of ESC-derived cells in medical applications, good understanding of the molecular mechanisms underlying self-renewal and pluripotency of ESCs is needed. However, this important research area is not fully elucidated yet. Several genes, including *Sox2*, *Oct4*, *Klf4*, and *Nanog* have been identified as crucial factors for gene expression control, forming a core pluripotency network in collaboration with transcriptional co-regulators [6,7,8,9]. Rapid alternations in expression of these genes during differentiation are connected with the bivalent chromatin structure changes, thereby affecting functions of corresponding promoters [10,11,12]. Importantly, it has been proposed that the overall ESC specific gene expression signature is composed of small sets of modules such as the core pluripotency factors (Core module), the Polycomb complex factors (PRC module), and the Myc-related factors (Myc module) [13]. The Core module is composed of genes co-occupied by at least seven out of nine factors of the Core cluster (Smad1, Stat3, Klf4, Oct4, Nanog, Sox2, Nac1, Zfp281, and Dax1), whereas the PRC module genes are the common targets of Polycomb group (PcG) proteins such as Suz12, Eed, Phc1, and Rnf2. The Myc module is composed of genes that are common targets of seven factors (Myc, Max, nMyc, E2F1, E2F4, and Zfx) in the Myc cluster. Although approximately one-third of all active ESC genes are bound by both c-Myc and the core ESC pluripotency factors [14], the Core and Myc-centered subnetworks in ES cells are separable units with unique roles in maintaining ES cell self-renewal [13]. In fact, the Core ESC factors select ESC genes for expression through the recruitment of RNA Pol II, whereas c-Myc functions to control gene expression through the release of transcriptional pause [15,16]. However, there is a lack of knowledge about how these modules crosstalk with each other to control the stemness and/or pluripotency of ESCs at molecular and cellular levels, although there has been a plethora of genome-wide transcriptional network data.

The DNA methyltransferase 1-associated protein (Dmap1) was originally identified as a protein associated with DNA methyltransferase 1 (Dnmt1) and is implicated in gene regulation through chromatin modification [17]. In addition, the Dmap1–Dnmt1 and the p33ING1-Sin3-histone deacetylase (HDAC) complexes bind pericentric heterochromatin. These two complexes are known to maintain the heterochromatin structure and histone modification in the late S phase [18]. Both Dmap1 and Dnmt1 colocalize throughout the S phase in somatic cells in order to mediate transcription repression. They also form DNA replication foci with HDAC2 during the late S phase in order to construct transcription repressive chromatin. Dmap1 is also a core component of the Tip60-p400 histone acetyltransferase (HAT) complex (or NuA4 HAT complex) and the ATP-dependent chromatin-remodeling complex Swr1/SRCAP [19,20,21,22,23]. In addition, Dmap1 is involved in the DNA double-strand break repair [24] and tumor suppression [25]. Recently, Kokosar and colleagues [26] reported that Dmap1 was heterogeneously expressed in adipose tissue in women with polycystic ovary syndrome (PCOS), which resulted in the epigenetic and transcriptional alternations. Despite all these observations, the exact roles of Dmap1 in cellular functions remain largely unknown.

Earlier, we characterized the MAT1-mediated transcriptional repressor (MMTR) from mouse ESCs as a novel clone and found it to be identical to Dmap1 [27]. MMTR is a key component of the RNA Pol II-mediated gene expression that interacts with HDAC1, and it modulates transcription factor IIH (TFIIH) kinase activity via MAT1 interaction [28,29]. We showed that the coiled–coil domain at the middle of MAT1 interacts with the C-terminal half of MMTR and that the MMTR-mediated transcriptional repression can be completely restored by the MAT1 overexpression in the presence of the HDAC1 inhibitor, trichostatin A (TSA). MMTR inhibited in vitro phosphorylation of the TFIIH kinase substrate, the C-terminal domain of the largest subunit of RNA Pol II. This mechanism is important for efficient promoter escape via early termination of Pol II elongation [30]. We also found that MMTR is an intrinsic negative cell cycle control factor that modulates cyclin-dependent kinase (Cdk)-activating kinase (CAK) kinase activity via an interaction with MAT1 [28,29]. CAK (composed of the catalytic subunit Cdk7, the regulatory subunit cyclin H, and MAT1) is a sub-complex of TFIIH [31] and preferentially phosphorylates Cdks to induce G1/S and G2/M phase transitions.

In terms of the ESC physiology, MMTR/Dmap1 is critical for pluripotency as a subunit of the Tip60-p400 complex [32]. The homozygous knock-out mice died prior to implantation (examined as early as the 8 cell embryo stage) [33]. Importantly, Tip60-p400 complex proteins interact with the oncogene Myc in ESCs. The proteins of this complex are involved in the network and regulate expression levels of various genes, potentially through the histone-acetyltransferase and/or the H2A.Z-exchanging activities of the complex [13]. As such, the roles of MMTR/Dmap1 in ESCs have not been fully understood. Here, we investigated the functions of MMTR/Dmap1 in mouse ESCs (mESCs). We analyzed MMTR/Dmap1 target genes that were preferentially expressed during both maintenance and differentiation of mESCs. To this end, we performed a systemic analysis of MMTR/Dmap1 binding, chromatin organization, and transcriptional programs within the mESCs. Furthermore, MMTR/Dmap1 programs were compared with already known DNA methylation and histone acetylation functions to determine the roles of this protein in the regulation of poised target genes. These genes are tightly controlled during maintenance or spontaneous differentiation of mESCs. MMTR/Dmap1 was more active within the Tip60-p400 complex to maintain the bivalent histone marks via the competitive binding to Polycomb repressive complexes (PRCs) at the promoter. Furthermore, the abnormal level of MMTR/Dmap1 and its deletion mutants (N- or C-terminal fragment of MMTR/Dmap1) produced by ectopic overexpression or shRNA-mediated knockdown of MMTR/Dmap1 caused differentiation failure due to the Tip60-p400 complex’s destabilization. Our studies demonstrate novel functions of MMTR/Dmap1 in mESCs maintenance and differentiation at histone acetylated target genes rather than methylated genes by its binding to Dnmt1.

## 2. Materials and Methods

### 2.1. Cell Culture

The HEK (Human Embryonic Kidney) 293T-17 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Hyclone, South Logan, UT, USA) with 10% fetal bovine serum (FBS; Hyclone), 50 units/mL penicillin (Sigma Aldrich, Saint Louis, MO, USA), and 50 μg/mL streptomycin (Sigma Aldrich) at 37 °C with 5% CO_2_. We cultured the mESC lines CCE (129/sv) and J1 (129S4/SvJae) under feeder-free conditions and maintained in DMEM with 15% heat-inactivated FBS, 1X MEM Non-Essential Amino Acids Solution (Sigma Aldrich), 300 μM monothioglycerol (Sigma Aldrich), 1X penicillin/streptomycin, and 1000 U/mL LIF (leukemia inhibitory factor, Sigma Aldrich) in 0.1% gelatin-coated cell culture dishes at 37 °C with 5% CO_2_. For differentiation, a hanging drop method [34] was employed. Cell aggregates were transferred to bacteria culture dishes on day 2 and further cultured in ESC medium without LIF. We monitored stemness by alkaline phosphatase staining with the Leukocyte Alkaline Phosphatase Assay Kit (Sigma Aldrich).

### 2.2. Establishment of MMTR/Dmap1 Full-Length, N-terminal, and C-terminal Half Overexpression and Knockdown ESC Lines

We constructed the pcDNA3 Flag-MMTR plasmid and the pEF1-3xFB-MMTR plasmid swapping the FlagBio sequences in the pEF1α-FlagBio-Dmap1 with 3xFLAG-Bio Sequences [28]. To generate the MMTR/Dmap1 shRNA expression vector, complementary oligonucleotide sequences (corresponding to +510 to +528 nucleotides of mouse MMTR/Dmap1 from the transcription start site) were synthesized, annealed to form dsDNA, and subcloned into the pSuper-Retro vector cut with BamHI and BglII. Using shRNA oligonucleotides with 2 base mismatches, we prepared the MMTR/Dmap1 mutant shRNA (mshRNA) plasmid. The EcoRI/ClaI fragment from the pSuper-Retro-MMTR/Dmap1 shRNA and mshRNA was inserted into the EcoRI/ClaI cut pLV-TH to generate pLV-TH-MMTR/Dmap1 shRNA and mshRNA plasmids, respectively. The MMTR N-terminal (1–220) and C-terminal (221–468) fragments were amplified through PCR of pcDNA3-Flag-MMTR. Then, corresponding PCR products were cloned into the pcDNA3 Flag vector using BamHI. Primer sequences for PCR reaction were as follows: MMTR-N-BamHI (F); GGA TCC TA A TGG CTA CGG GC, MMTR-N-BamHI (R); GGA TCC AGC ATC AAA CAC TGG, MMTR-C-BamHI (F); GGA TCC GCG GGC ATG AGA GAC GG, MMTR-C-BamHI (R); GGA TCC TGG TTT CTT GGC TTT C. The ESC lines overexpressing MMTR full-length, N- and C-terminal fragments were obtained by pcDNA-Flag-MMTR/Dmap1 transfection into ESCs using Lipofectamine 2000 reagent (Invitrogen, Waltham, MA, USA). We selected cell lines with 1 μg/mL puromycin (Sigma Aldrich). In the meantime, cotransfection of the pLV-TH-MMTR/Dmap1 shRNA into HEK 293T cells with pMD.G and pΔ8.2 [35] was conducted to generate lentiviruses containing pLV-TH-MMTR/Dmap1 shRNA. Finally, MMTR/Dmap1 shRNA ESC lines were established by prepared lentivirus transfection into ESCs in the presence of 8 μg/mL polybrene (Sigma Aldrich). We isolated EGFP expressing cell clones under a fluorescent microscope. We confirmed nucleotide sequences and plasmid expression by DNA sequencing and Western blots on the cell extracts obtained from the transfected 293T cells, respectively.

### 2.3. Total RNA Preparation and RT-qPCR

Total cellular RNA was extracted using Qiazol reagent (Qiagen, San Diego, CA, USA) according to the manufacturer’s procedures for RT-PCR. Purified RNA was resuspended in DEPC water. Four hundred nanograms of total RNA were used for cDNA synthesis using 10 pmol random hexamer and the High Capacity cDNA Reverse Transcription Kit (Toyobo, Osaka, Japan). We conducted RT-qPCR using SYBR green (TaKaRa, Kusatsu, Japan) with the specific primers (Supplementary Materials Table S1). Amplifications were performed using a light cycler 1.5 real-time PCR system (Roche, Basel, Switzerland). Transcript quantification was calculated as 2^−ΔCt^, based on ΔCt = ΔCt (treated) − ΔCt (untreated), with GAPDH levels as internal controls. Errors were calculated from at least two independent experiments.

### 2.4. Western Blot

Western blots were performed as previously described [36]. Proteins in cell lysates were resolved by electrophoresis on 6%–10% polyacrylamide gels and subsequently transferred to PVDF membranes (GE-Healthcare). Proteins were visualized by chemiluminescence using an ECL system (GE Healthcare).

### 2.5. Cell Cycle Analyses Using Flow Cytometry

Cells were trypsinized, washed in 0.1% BSA in PBS, counted, and resuspended in 2% FBS/0.01% NaN_3_ at 1 × 10^6^ cells/100 μL. Cells were washed, fixed with 10% formalin in PBS, stained with 5 mg/mL propidium iodide (Sigma Aldrich) with 10 mg/mL RNase A for 10 min, and analyzed using FACSCalibur (BD Biosciences, San Jose, CA, USA).

### 2.6. In Vivo Differentiation Assay

Immunodeficient SCID mice (ICN nude) were used for the teratoma assay. Cells from each mESCs line were mechanically detached from the surface. Obtained cell aggregates (5 × 10^6^ cells) were injected with sterile 26 G needle subcutaneously into the dorsoposterior region of 7~8 week old mice. Teratomas were obtained at 4 weeks post-injection. All animal procedures were approved by the Animal Care and Use Committee and the Institutional Review Board of Hanyang University

### 2.7. Chromatin Immunoprecipitation-Quantitative PCR (ChIP-qPCR) Analysis

The ChIP-qPCR was performed as described [37], using the appropriate ChIP-grade antibodies (H3K27me3, Cat#ab6002; H3K27ac, Cat#ab4729; Abcam, Cambridge, MA, US; mouse IgG, Cat#31430; Thermo Fisher, Waltham, MA, USA). Then, we performed RT-qPCR using SYBR green (TaKaRa) and the specific primers (Table S1). The data were normalized to the input DNA and enrichment was calculated by fold excess over ChIP performed with specific IgG.

### 2.8. Microarray Data Analysis

Total RNA was extracted using Trizol (Invitrogen) and purified using RNeasy columns (Qiagen) according to the manufacturer’s protocol. After DNase digestion and clean-up procedures, RNA samples were quantified, aliquoted, and stored at −80 °C. For quality control, RNA purity and integrity were analyzed on Agilent 2100 Bioanalyzer (Agilent Technologies). Total RNA was amplified and purified using the Ambion Illumina RNA amplification kit (Ambion, Auatin, TX, USA) to yield biotinylated cRNA according to the manufacturer’s instructions. Seven hundred and fifty nanograms of labeled cRNA samples were hybridized to each Mouse WG-6 expression v.2 bead array for 16–18 h at 58 °C, according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Array signal was detected using Amersham fluorolink streptavidin-Cy3 (Invitrogen) following the bead array manual. The quality of hybridization and overall ChIP were monitored by visual inspection of both internal quality control checks and the raw data. Raw data were obtained using the software, Illumina GenomeStudio v2011.1 (Gene Expression Module v1.9.0). Array probes with detection *p*-value > 0.05 (signal to noise) in over 50% samples were filtered out. Selected gene signal value was transformed by logarithm and normalized by quantile method. Raw Microarray data were analyzed at October, 2013 and uplosded at February, 2020 through the Gene Expression Omnibus under accession no. GSE145561 [38]. Data post-processing and graphics were performed with in-house developed functions in MATLAB. Hierarchical clusters of genes and samples were performed with a one minus correlation metric and the average (unweighted pair group) linkage method. Official gene symbols were annotated with the MGI 2015 July database. The change in the RNA expression profile during mESC differentiation (d0 and d3) were compared with the change in the RNA expression profile of hESC differentiation (d0 and d12) from GSE15257.

### 2.9. ChIP Data Processing and Analyses

We used the following Public ChIP-data sources (GEO Datasets): DNA methylation (GSM1341316, GSM1656422, GSM1656423), Dmap1 (GSM1183112), Tip60 (GSM1183114), p400 (GSM1269901), Max (GSM1183115), Myc (GSM1183111), Suz12 (GSM1041374), Cbx7 (GSM1041373), Ring1B (GSM1041372), Ezh2 (GSM590132), H3K4me3 (GSM769008), H3K27ac (GSM1000099), H3K27me3 (GSM1000089), and H2A.Z (GSM849928). Each fastq file was converted into fastqsanger format using the Fastqgroomer utility (Galaxy version 1.0.4; https://usegalaxy.org/), and the resulting files were mapped with mouse reference genome mm9 using the Bowtie2 (Galaxy Version 2.2.6) utility. Peak calling was performed by MACS (Galaxy Version 1.0.1), and each binding peak’s gene was annotated by the BETA-minus tool in Galaxy cistrome (http://cistrome.org/ap/root#) using the <20 kb of each peak and <100 kb of TSS option. Binding regions were called by CEAS (Enrichment on chromosome and annotation, Ver 1.0.0) in Galaxy cistrome. Common factor binding regions were analyzed by intersect tools (Galaxy Version 1.0.0). Heatmap analyses were performed using the R-bioconductors package in Galaxy cistrome version 1.0.0. De novo DNA binding motif search was performed using MDscan algorithm, and similar DNA binding motif identification was performed using cistrome motif database in Galaxy cistrome SeqPos motif tool [39].

### 2.10. Bioinformatics Analysis

Enrichment term analyses for the microarray and ChIP-seq data were performed using the Clue GO program (v. 2.1.7) and Cytoscape 3.0 (v.3.2.1). To identify the binding position of the target peak in the UCSC genome browser (http://www.genome.ucsc.edu/), the wig format was converted to the bigwig format. The stemness and differentiation-related enrichment was analyzed using the GSEA2 utility (http://software.broadinstitute.org/gsea/index.jsp) (v.2.2.0) with the 2015 July database. Data are presented as the mean +/− standard error. The sample size for each experiment, *n*, is included in the results section (Section 3) and the associated figure legends. The differences between two subsets of data are considered statistically significant if the one-tailed Student’s *t*-test gives a significance level *p* (*p*-value) less than 0.05. Statistical analyses were performed using IBM SPSS statistics 23.

## 3. Results

### 3.1. MMTR/Dmap1 Is Required for Accurate Differentiation of mESCs

We established MMTR knockdown (MMTR KD) or MMTR/Dmap1 full-length overexpressed (MMTR-F) mESCs to test whether MMTR/Dmap1 is crucial for the maintenance and/or differentiation of mESCs. Morphologies of the established cell lines were not significantly different from each other (Figure 1A). Meanwhile, the cell proliferation rates of both mESCs were reduced (Figure 1B). From flow cytometry, we observed slight changes in cell cycle distribution from both MMTR KD and MMTR-F mESCs: G2/M increase and G0/G1 decrease (Figure S1A). Interestingly, the population level of undifferentiated cells in both MMTR KD and MMTR-F mESCs was higher than that of controls under the differentiating condition (−LIF) or 3 day culture in the absence of LIF followed by an additional 3 day culture in the presence of LIF (Figure 1C). Both MMTR KD and MMTR-F showed small embryoid bodies and/or dissociation of cells leading to cell death during differentiation in the absence of LIF for 5 or 6 days. In addition, expression levels of pluripotency markers (Nanog, Pou5f1, and Klf4) were mostly sustained, while those of three germ-layer markers (GATA4, Brachyury, Nestin, Sox17, and Kdr) were delayed during differentiation for 5 days (Figure 1D). Consistent with gene expression profiles, differentiation potential in vivo, as revealed by teratoma forming ability, appeared in control mock but not in MMTR-F or MMTR KD mESCs-injected mice (Figure S1B). These findings support the hypothesis that MMTR/Dmap1 plays a critical role in the regulation of the commitment of differentiation but does not have noticeable effects on the maintenance of mESCs self-renewal.

### 3.2. The Distinct Roles between N- and C-Terminal Regions of MMTR/Dmap1 in Differentiation of mESCs

To test the functional roles of MMTR/Dmap1 domains, N- and C-terminal mutants (MMTR-N and MMTR-C, respectively) were constructed and overexpressed in mESCs (Figure 2A,B). MMTR-F and MMTR-N cells showed similar cell cycle distributions under both undifferentiated and differentiated conditions compared to those of the wild-type mESCs (Figure 2C). In addition, MMTR-C and wild-type mESCs cell cycle distributions were also not distinguishable under both culture conditions (Figure 2C). Interestingly, the MMTR-F and MMTR-N mESCs showed lower cell proliferation rates than wild-type or MMTR-C mESCs (Figure 2D and Figure S1C,D). The expression levels of pluripotency markers (e.g., Nanog) was reduced only in MMTR-N mESCs from d0 to d4, while differentiation markers (FGF8, GATA4, and Brachyury) expression levels increased later in MMTR-F and MMTR-N mESCs (Figure 2E). 

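Many genes that stood away from WT at d3 did so in the same direction in the microarray libraries labelled MMTR-F and MMTR-N. Lefty1, which encodes an inhibitor of Nodal signaling, was 3.24 higher than WT on the log2 scale in MMTR-F and 3.30 higher in MMTR-N. Klf2, a transcription factor of the naive pluripotent state, was 2.42 and 2.30 higher. The 16 measured genes of a naive pluripotency list had a median difference from WT of 1.12 in MMTR-F and 0.77 in MMTR-N, or 1.10 and 0.75 with the genes not detected in one library set at the smallest difference their detection limit allows. On the other side, Sall2, a zinc finger gene that is expressed in the epiblast after implantation, differed from WT by -1.58 in MMTR-F and -1.93 in MMTR-N, and the POU factor gene Pou3f1 by -1.55 and -1.00. The 12 measured genes of a primed epiblast list had medians of -0.75 and -0.84. The lines were unlike in the 10 measured genes of a core pluripotency list, with medians of 0.05 in MMTR-F and -0.34 in MMTR-N. These values are normalized log2 signals from 1 array per line and day, so no difference has a replicate check. The Dmap1 probe read no more than in WT in either line, and both are named here by their labels.
Over 17775 probes, 511 were at least 0.5 higher than WT in both libraries, where 37.9 would be shared if the lines were independent, and 284 were at least 0.5 lower in both, against 17.1. Only 2 probes went opposite ways. The 2 differences shared the WT library. Simulated lines with no change gave 103 and 78 shared probes and a correlation across probes of 0.512, whereas the measured correlation was 0.772. With equal noise in each library, a shared control gives a correlation near 0.5 at any spread. The simulated spread was what a fit of line and day left over in these same libraries. It holds changes of single lines between days, so the simulated counts may be too high. The covariance of the measured differences was 0.0704, against 0.0214 in the simulation. With the MMTR-C library in place of WT as the control of one line, the correlation was 0.607 or 0.609. Between MMTR-N and MMTR-F at d3 the SD of the log2 differences was 0.205, below the 0.314 between MMTR-N and WT, and 437 probes differed by at least 0.5. Among these, Fam25c stood 2.31 above WT in MMTR-F and 1.10 in MMTR-N, whereas Anxa2, which encodes a membrane-binding annexin, stood 2.15 and 3.33 above it. At d0 the correlation of the differences was 0.498, where the simulation gave 0.509.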

The contribution of target gene regulation activity of MMTR-N was also very similar to that of the MMTR-F [40] (Figure S2A,B). In addition, teratoma lesions appeared in mock and MMTR-C but not MMTR-F or MMTR-N mESCs-injected mice (Figure S1E). These data suggest that the N-terminal region of MMTR/Dmap1 possesses target genes expression stimulation activity with partner chromatin remodeling complexes. However, we noted that the C-terminal half of MMTR is involved in limited functions of histone protein synthesis and cell cycle regulation during differentiation (Figure S2C,D), although MMTR-C mESCs have a similar decrease to control mock cells in gene expression of differentiation markers and cell proliferation rate (Figure 2C,D). 

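Histone H2B and H3 genes were higher in the library labelled MMTR-C than in WT on both days. All 10 measured H2B genes were higher, with a median log2 difference of 0.58 at d0 and 0.64 at d3, and so were all 8 H3 genes, with medians of 0.30 and 0.65. The 6 H4 genes had medians of 0.32 and 0.49. At d3, H2bc6 was 0.84 higher than WT, H2bc12 0.83, H3c6 0.82, H3c1 0.79 and H4c1 0.75. The 14 H2A genes had medians near 0, 0.09 at d0 and -0.03 at d3, and the 3 genes of the linker histone H1 had 0.23 and 0.14. MMTR-C was the line in which the Dmap1 probe itself read at least 0.5 higher than in WT.
Over all 41 histone genes, the median difference from WT in MMTR-C was 0.23 at d0 and 0.38 at d3, above all 10000 random lists of the same size and signal at d3. In MMTR-F it was 0.00 and -0.04, and in MMTR-N 0.02 and -0.02. In the library labelled MMTR KD, the H2B genes had a median of 0.47 and the H3 genes of 0.46 at d0, against 0.06 and 0.32 at d3. All 10 H2B genes were higher than WT there at d0, and 6 at d3. All 8 H3 genes were higher than WT on both days in MMTR KD and in MMTR-N, with medians of 0.17 and 0.22 in MMTR-N. In MMTR-F 4 H3 genes were higher on each day. The count of higher H3 genes is thus not particular to MMTR-C, and all lines share the WT library of a day. Of genes of the cell cycle, those of G1/S and DNA replication had a median difference from WT in MMTR-C of 0.13 at d0 and 0.04 at d3, those of G2/M of -0.01 and 0.00, and the cell cycle inhibitors of -0.01 and 0.46. Cdkn1a, which encodes the p21 inhibitor of cyclin-dependent kinases, was 0.53 higher than WT in MMTR-C at d3. It stood farther above WT in MMTR-N, MMTR KD and MMTR-F on that day, so its rise is not particular to MMTR-C. Between d0 and d3 over the 5 lines, 19 histone genes rose and 6 fell at an adjusted p under 0.05 from limma (20 and 6 when adjusted over the list alone). Each line has 1 library per day, so its difference from WT has no replicate check on the arrays. The paper points to histone genes in MMTR-C on these same arrays (Figure S2C), so their place among random lists is not independent evidence. It also shows RT-qPCR of selected histone genes in each mutant at d0 and d3 (Figure S2D), an assay that was not analysed here. A probe may also read more than one member of such closely related gene families.

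**Figure D1:**
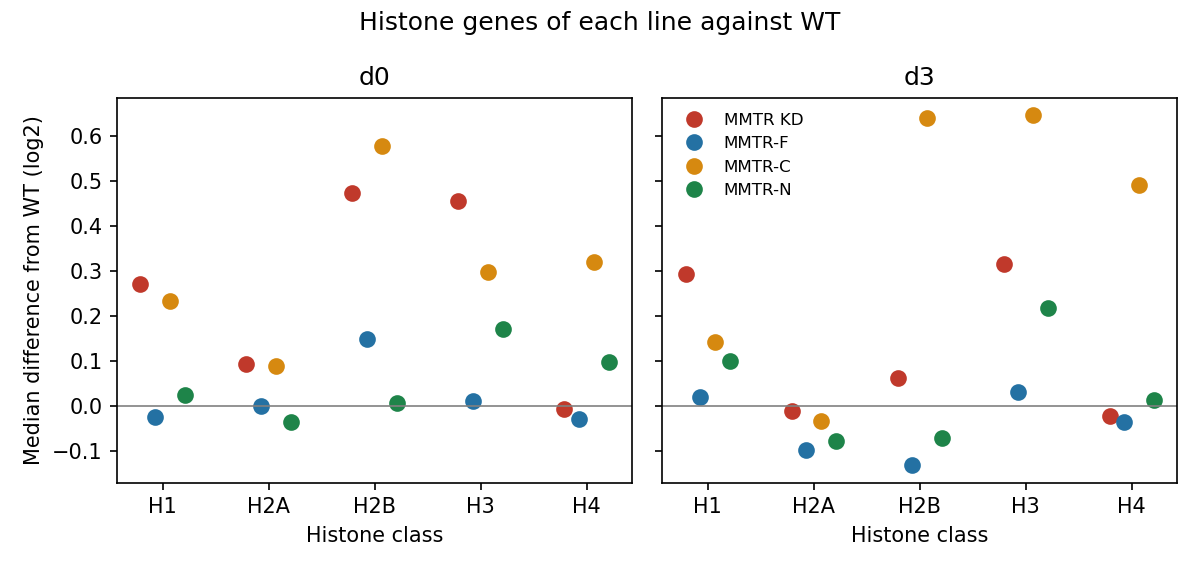
Median log2 difference of each histone class from WT, at d0 (left) and d3 (right), for the 4 lines as labelled. Each point is the median over the measured genes of a class in 1 library against the WT library of that day, and the MMTR-C points of H2B lie at 0.58 and 0.64 while those of H2A lie at 0.09 and -0.03.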

Taken together, deregulation of MMTR/Dmap1 (by MMTR-F, -N, -C, and KD) leads to the developmental disorder due to the abnormal onset of differentiation. It supports our interpretation that MMTR/Dmap1 serves as a molecular fate decision rheostat of mESCs.

### 3.3. MMTR/Dmap1 Functions as a Member of the Tip60-p400 Complex for Chromatin Remodeling during Commitment of mESC Early Differentiation

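Dmap1, the gene that encodes MMTR, read highest in the library labelled MMTR-C. Its probe (ILMN_2663674) had a normalized log2 signal of 12.00 on both days there, 1.42 above WT at d0 and 1.58 above it at d3. In WT it read 10.59 at d0 and 10.42 at d3. The library labelled MMTR KD read 10.78 and 10.38, differences from WT of 0.19 and -0.04. The probe read 10.48 and 10.18 in MMTR-F, differences of -0.11 and -0.24, and 10.52 and 10.34 in MMTR-N, differences of -0.07 and -0.08. The paper's Western blots show less MMTR protein in MMTR KD cells and an added band in MMTR-F cells (Figure 1A), and bands of the overexpressed forms in MMTR-F, -N and -C cells (Figure 2B), but they do not show which RNA went on which array. The lines are therefore named here by their labels throughout. The place of the probe in the gene is not given, so which constructs it reads is not known. A probe that reads the C-terminal construct lies in sequence that the full-length one also holds, yet the library labelled MMTR-F was not raised.
Eif2s3y, a gene of the Y chromosome, also set the lines apart. It read 11.76 in WT at d0 and 11.80 in MMTR-F, and 8.26 or less in MMTR KD, MMTR-C and MMTR-N, in most of which it was not detected.
The arrays are Illumina mouse bead arrays, hybridized with biotin-labelled cRNA from 10 samples of CCE mESCs (labelled G-CCE), 1 for each of 5 lines (WT, MMTR KD, MMTR-F, MMTR-C and MMTR-N) at d0, with LIF, and at d3. The labels give removal of LIF for 3 days, and the paper's methods describe hanging drops. WT was not transfected. The series text speaks of duplicated profiles, and the values hold 1 column per line and day. The authors deposited the mean bead signal of 45281 probes with detection p-values, and a table of log2 values of 16652 probes that they filtered on detection and quantile normalized. A background correction by the RMA model is named in the series text and not in the paper's methods, and the deposited log2 values lie within 0.044 of the signals' log2 values normalized without one. Median signals ranged from 218 to 244 at d0 and from 337 to 347 at d3. The 99th percentile of a library's signals was 50.9 to 69.5 times the median of its undetected probes at d0 and 37.5 to 45.4 times at d3, and 36.9% to 41.6% of probes were detected.
From the deposited signals, the 17775 probes with a detection p of 0.05 or less on at least 5 of the 10 arrays were kept, put on a log2 scale and quantile normalized. Genes were given by the table that pairs 14281 of these probes with 9401 gene symbols. Lines were compared with WT of the same day, and d3 with d0 of the same line, as log2 differences, with 0.5 as the threshold for counts, the one the paper states for d3 against d0. Every difference from WT on a day shares 1 WT library. Over all 10 libraries, limma was fitted with line and day as terms, with 4 residual degrees of freedom, and a probe passed at a two-sided Benjamini-Hochberg adjusted p under 0.05. The spread in that test is between lines that differ in MMTR/Dmap1, not between replicates of WT. As the arrays of the days also differed in raw signal, the test cannot part the day of culture from a difference between array runs. Medians of gene lists were set beside those of 10000 random lists matched on signal. Where a probe was not detected in one of a pair of libraries, the fold is a lower bound, taken from the higher of the probe's own value and the floor of that array.

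**Figure D2:**
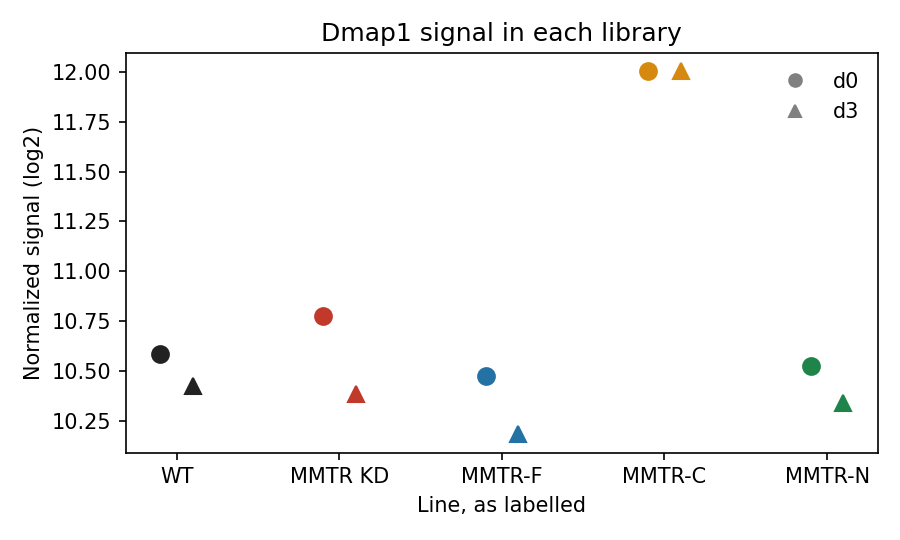
Normalized log2 signal of the Dmap1 probe in each library at d0 (circles) and d3 (triangles), by line as labelled. The MMTR-C library reads 12.00 on both days and the other 8 libraries lie between 10.18 and 10.78.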

Taking into account that the early differentiation of mammalian ESCs mimics early embryo development [41], we examined microarray-based gene expression profiles of MMTR-F, -N, -C, and KD cells at the undifferentiated (d0) and differentiated states (d3). During differentiation of mESCs, expression of diverse genes was observed, as it was shown previously [42]. 

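Across the 5 lines, genes that LIF maintains in naive mESCs fell between d0 and d3 and genes of the primed epiblast rose. Of 16 measured genes of naive pluripotency, 15 fell, 0 rose and 1 did not pass the test (15 fell when adjusted over the list alone). Klf4, a LIF-dependent pluripotency factor, changed by -3.07 on the log2 scale over the 5 lines (standard error 0.110, adjusted p = 5.8e-06 from limma), lower in 5 of 5 lines. Socs3, a direct target of the LIF-activated factor Stat3, changed by -2.91 (standard error 0.116, adjusted p = 8.3e-06), and Stat3 itself by -1.51. Fgf5, a marker of the primed epiblast, rose by 3.58 (standard error 0.166, adjusted p = 1.2e-05), with most d0 libraries not detecting it.
Of 11 measured LIF/STAT3 response genes, 9 fell and 2 did not pass (10 fell when adjusted over the list alone), and their medians were -1.69 in WT, -1.93 in MMTR KD, -1.58 in MMTR-F, -2.17 in MMTR-C and -1.98 in MMTR-N. The 12 measured primed epiblast genes all rose, over all probes and when adjusted over the list alone, with medians from 1.39 in MMTR KD to 2.03 in MMTR-C. Otx2, a transcription factor of the primed state, rose by 2.28, and Dnmt3b, a de novo DNA methyltransferase, by 1.91. The median of the naive genes varied with the line as labelled, a difference that was not tested. It was -2.60 in WT and -2.64 in MMTR-C, -1.90 in MMTR KD, -1.08 in MMTR-N and -0.91 in MMTR-F. Esrrb, a naive pluripotency factor, differed by -3.07 between d3 and d0 in WT, -3.38 in MMTR-C, -2.19 in MMTR KD, -1.88 in MMTR-N and -1.47 in MMTR-F. At d0 the naive genes of the other lines had medians 0.07 to 0.36 above WT. Among 10 core pluripotency genes, 5 fell, 1 rose and 4 did not pass, over all probes and when adjusted over the list alone, with Tdgf1 (-1.14) and Dppa2 (-0.73) among those that fell.
Over 17775 probes, 4259 rose and 4398 fell. In simulated data the test found 71.4% of 56 probes changed by 0.5, 98.7% of 75 changed by 1 and 100% of 69 changed by 2. Far fewer probes were changed there than passed here, so these shares need not hold for these libraries. The extents in single lines have 1 library per day and no replicate check, and only the MMTR-C line had a raised Dmap1 signal.

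**Figure D3:**
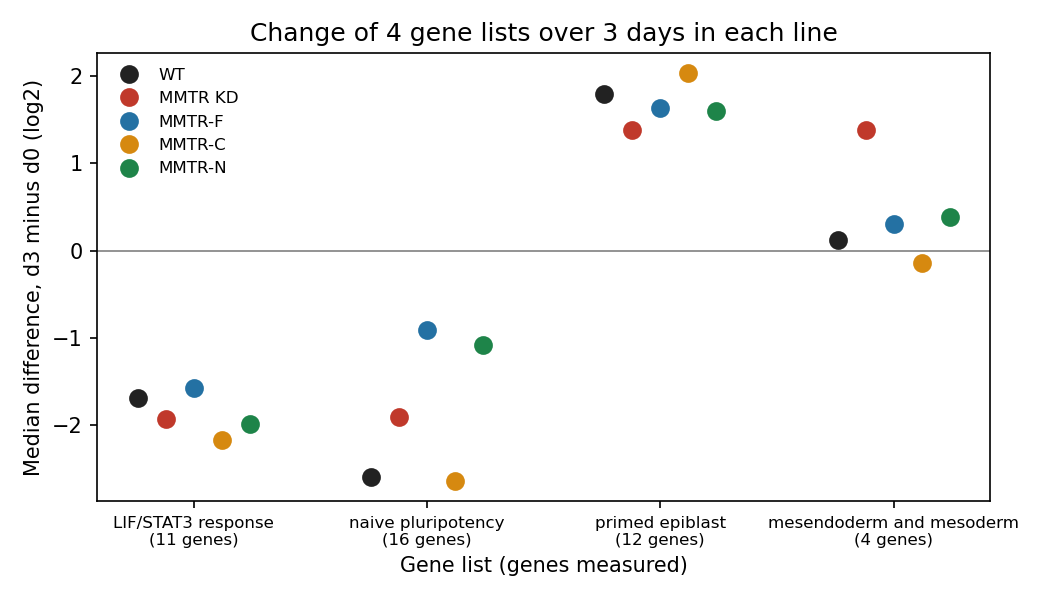
Median log2 difference between d3 and d0 of 4 gene lists in each line as labelled. Each point is the median over a list's measured genes for 1 pair of libraries, and the naive pluripotency points run from -2.64 in MMTR-C to -0.91 in MMTR-F while the LIF/STAT3 points lie between -2.17 and -1.58.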

In fact, all MMTR mutant cells did not differentiate in their expression on day 0, but all mutants differentiated on day 3 (Figure S3A and B). 

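Libraries of different days were farther apart than libraries of different lines. The median raw signal also parted the days, with 218 to 244 at d0 and 337 to 347 at d3. A difference between array runs can therefore not be told apart from the change over the days of culture. Kif1a, which encodes a kinesin motor of neurons, was at least 2.91 higher at d3 than at d0 in every line, and Laptm5 differed by -4.65 to -2.41, whereas their differences from WT on the same day stayed within 2.00. Between the days of one line the SD of the log2 differences over all probes was 0.449 (median of 5 lines), from 0.393 in MMTR-F to 0.484 in MMTR-C. Between lines on one day it was 0.253 at d0 and 0.281 at d3 (medians of 10 pairs). The pair of libraries closest to each other was WT and MMTR-C at d3, with an SD of 0.163 and a correlation across probes of 0.994. The pair farthest apart on one day was MMTR-N and MMTR KD at d0, with an SD of 0.334.
A limma test over both days, which in simulated data found 33.3% of line differences of 0.5, called few probes in 3 of the 4 lines as labelled and more in MMTR KD. In the library labelled MMTR-C, 1 probe was higher and 2 were lower than WT over both days by limma (adjusted p under 0.05). The higher one was Dmap1 itself, at 1.50 (standard error 0.104, adjusted p = 0.0031), and the lower ones were Eif2s3y and Grb10, an imprinted gene that encodes an inhibitor of growth factor signaling. In MMTR-F, 4 probes were higher and 4 lower, among them Grb10 again. In MMTR-N, 9 were higher and 4 lower, among them Gpat2 (1.28) and Stag3 (1.07), genes of the germline, and Tcf7l1 (-0.74), a repressor of Wnt targets. In MMTR KD, 281 were higher and 307 lower, and 149 of its 263 lower probes with a gene name lay on chromosome 8, which held 814 of the 14281 named probes. In a fit of the named probes outside chromosome 8, 178 were higher and 87 lower there. The germline genes Tex19.1 (1.69) and Rnf17 (1.44) and the basement membrane collagen gene Col4a2 (1.40) were among those higher in MMTR KD. Both days come from the same line, so this test does not measure the spread between independent lines of one construct. Under RMA background correction 61 probes passed in MMTR KD, under median scaling 272 were higher and 651 lower there, and over the other settings the count ranged from 2 to 129 in MMTR-F and from 2 to 22 in MMTR-N.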

Three days of differentiation-affected gene expression profile, but MMTR gene mutations did not cause noticeable differences (Figure S3A). For instance, we found that gene expression profiles of WT and MMTR-F were like each other at d0 or d3, but more different gene expression profiles appeared in d0 and d3 of WT mESCs (Figure S3B). 

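WT and the library labelled MMTR-F had similar levels of LIF response genes on both days, and differed at d3 in lists of naive and primed genes (medians of 1.12 and -0.75 in MMTR-F against WT). Lefty2, another inhibitor of Nodal, was 0.94 higher in MMTR-F than in WT at d0 and 2.45 higher at d3, and Tfap2c, a transcription factor of trophectoderm and germ cells, 0.77 and 2.60. Slc27a2, which encodes a fatty acid transporter, differed by -1.38 and -2.07. Pim3, a LIF-responsive kinase gene, differed from WT by -0.22 at d0 and 0.04 at d3, while it differed by -1.69 between d3 and d0 of WT. The 11 LIF/STAT3 genes had a median difference from WT in MMTR-F of 0.19 at d0 and 0.04 at d3, and the 10 measured genes of the Nodal pathway of -0.00 and -0.08.
Across 17775 probes the correlation of WT and MMTR-F was 0.986 at d0 and 0.982 at d3, and that of WT at d0 and d3 was 0.952. The SD of the log2 differences was 0.290 at d3 between these lines, and 0.472 between the days of WT. A difference of 0.5 or more was reached by 5.19% of probes at d0 and by 7.13% at d3. Probes within a library are not independent replicates, and each value rests on 1 pair of libraries. The Dmap1 signal of the line labelled MMTR-F was not above that of WT.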

We found that 2104 genes (7.8%) out of 26,955 genes were significantly changed in the array when comparing d3 to d0 in WT mESCs (|log_2_ Fc| ≥ 0.5). 

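In WT mESCs, genes of the epiblast and some genes of neural cells were higher at d3 than at d0, and genes of the naive state were lower. Sall2 was 3.16 higher on the log2 scale at d3 than at d0, Pou3f1 2.75, Car4, a carbonic anhydrase gene, 2.77, and Kif1a 3.86. Fgf5 was at least 18.9-fold higher, as WT at d0 did not detect it. Laptm5, which encodes a lysosomal membrane protein, differed by -4.23, the homeobox gene Gbx2 by -3.73 and Mras, which encodes a small GTPase, by -2.81. Klf4 was at least 8.74-fold lower and Tbx3, a T-box factor of the naive state, at least 6.52-fold lower, as WT at d3 detected neither.
Of 17775 probes, 3210 (18.1%) differed by at least 0.5 between WT at d3 and d0. Mras fell in the 5-line test, which includes WT, by 3.68 (standard error 0.164, adjusted p = 1.1e-05 from limma), Gbx2 changed by -3.26 and Laptm5 by -3.59, and Kif1a rose by 3.57 (standard error 0.180, adjusted p = 1.7e-05). WT itself has 1 library per day, so the count has no replicate check. At a threshold of 1 it was 808, with 1 probe per gene 2048, and under RMA background correction 8630.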

The significantly changed genes comprised 1084 upregulated genes (4.02%) and 1020 downregulated genes (3.78%) (Figure S3C). 

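Among genes of the germ layers, those of neuroectoderm were mostly higher at d3 and those of endoderm went both ways. Sox11, a transcription factor of neural progenitors, was 1.83 higher in WT at d3 than at d0, and Nes, which encodes the intermediate filament nestin, 0.92. Ncam1, a neural adhesion gene, was at least 2.38-fold lower, as WT at d3 did not detect it. In the 5-line test, 3 of 4 measured neuroectoderm genes rose and 1 fell, over all probes and when adjusted over the list alone. Of 10 measured genes of primitive and visceral endoderm, 2 rose, 4 fell and 4 did not pass, with the endocytic adaptor gene Dab2 at 1.31 in WT and the laminin gene Lama1 at -2.95.
Of all probes, 1655 (9.31%) were at least 0.5 higher in WT at d3 and 1555 (8.75%) at least 0.5 lower. The 4 measured genes of mesendoderm and mesoderm had a median difference of 0.12 in WT, or 0.05 with undetected genes at their bound. Of them, 2 rose, 1 fell and 1 did not pass in the 5-line test. Of 6 trophectoderm genes, 3 rose, 1 fell and 2 did not pass, with a median of -0.25 in WT and the keratin genes Krt18 at 1.32 and Krt8 at 0.81. Among 8 genes of DNA methylation, 2 rose, 4 fell and 2 did not pass. The DNA demethylase gene Tet1 fell by 1.29 over the 5 lines, and Trim28, which encodes a corepressor that keeps imprints methylated, by 0.61. Of 26 Polycomb genes, 9 rose, 3 fell and 14 did not pass, and Eed, a core subunit of PRC2, fell by 1.03. Of 16 genes of the Tip60-p400 complex, 2 rose, 8 fell and 6 did not pass. Their median in WT was -0.08, at percentile 21.3 of random lists, and the subunit genes Actl6a and Trrap fell by 0.62 and 0.42 while Kat5, which encodes Tip60, rose by 0.18. Of 16 G1/S and DNA replication genes, 6 fell and 1 rose (8 and 1 when adjusted over the list alone), of 10 G2/M genes, 3 fell and 1 rose, and of 5 cell cycle inhibitors, 1 rose. Ccnd3, a cyclin D gene, fell by 1.10. Of 14 genes of Myc and ribosome biogenesis, 2 rose and 4 fell (2 and 3 when adjusted over the list alone). All these calls are from limma at an adjusted p under 0.05 over all probes, and those for which no second count is given are the same when adjusted over the list alone. Under median scaling, 1900 probes were higher in WT at d3 and 2275 lower.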

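Each line as labelled held genes apart from WT on both days. In MMTR KD, Tgfbi, which encodes an extracellular matrix protein, was 2.68 higher than WT on the log2 scale at d0 and at least 2.05-fold higher at d3, and Hmgn3, which encodes a nucleosome-binding protein, was 1.98 and 1.37 higher. Dnmt3l, a cofactor of de novo DNA methylation, differed by -2.01 and -0.95 there, and Gja1, a gap junction gene, by -1.70 and -1.19. In MMTR-F, Rhox5, a homeobox gene of the X chromosome, differed by -1.40 and -1.77. In MMTR-C, Bmp4, a ligand that works with LIF in mESC self-renewal, was 1.23 and 0.84 higher, and in MMTR-N, Chac1, a target of the amino acid stress response, 3.24 and 0.50.
At d0, 846 probes were at least 0.5 higher than WT in MMTR KD, 478 in MMTR-F, 511 in MMTR-C and 361 in MMTR-N, and 868, 445, 342 and 214 were lower. At d3, 599, 760, 125 and 887 were higher and 507, 508, 51 and 598 lower. Of the probes higher in any line, 533 at d0 were so in MMTR KD alone, 226 in MMTR-F, 201 in MMTR-C and 189 in MMTR-N, and 20 were higher in all 4 lines. At d3 these counts were 275, 196, 43, 295 and 36. Figure S3E is given by the paper as RT-qPCR of selected genes at d3, and the values here are those of the arrays. Of its genes, Sp5, a Wnt target, was at least 17.8-fold higher than WT at d3 in MMTR KD, 12.7-fold in MMTR-N and 4.30-fold in MMTR-F. Tmsb4x, which encodes the actin-binding thymosin beta 4, was 2.00 higher in MMTR-F, 1.43 in MMTR-N and 0.94 in MMTR KD. Pdzrn3, which encodes a PDZ domain ubiquitin ligase, differed from WT by -1.61, -1.27 and -0.68, and Grb10 by -2.85, -3.13 and -0.94, and by -3.71 in MMTR-C. Over the 10 genes of that figure that are higher in the mutants, the median difference from WT at d3 was 2.33 in MMTR-F (2.23 with undetected genes at their bound), 2.34 in MMTR-N, 1.14 in MMTR KD and 0.31 in MMTR-C, and over the 6 measured genes that are lower, -1.69, -1.37, -0.78 and -0.07. The study chose these genes on the same samples, so the medians are not independent evidence of the direction.
No difference here has a replicate check on the arrays, and all of a day's differences share its WT library. Under median scaling more probes were lower than higher than WT in MMTR KD at d0 (1571 against 787) and at d3 (662 against 455), in MMTR-F at d0 (877 against 482) and d3 (659 against 601), in MMTR-C at d0 (676 against 519) and in MMTR-N at d3 (818 against 728), and in MMTR-N at d0 380 were lower and 412 higher. Under RMA background correction the probes higher or lower by 0.5 numbered from 2848 in MMTR-C at d3 to 6515 in MMTR KD at d0. Dmap1 stood at least 0.5 above WT in MMTR-C alone.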

Preferentially expressed genes in each of the MMTR mutants on day 0 and day 3 were not abundant (Figure S3D), and we confirmed their expression by RT-qPCR (Figure S3E). When we analyzed the dataset by principal component analysis (PCA) to identify distinctive clusters based on the gene variability among the MMTR mutants between day 0 and day 3, three molecular subtypes at day 3 (MMTR-N/MMTR-F, MMTR-C/WT, and MMTR KD) were distinguishable from day 0 (Figure S3F). It was also notable that the MMTR KD cluster at day 0 was distinguishable from other groups.

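At d3, the libraries labelled MMTR-F and MMTR-N had higher naive and lower primed gene expression than WT, while the medians of these lists in MMTR KD were 0.41 and -0.31 from WT and in MMTR-C lay within 0.04 of it. The 10 measured core pluripotency genes set the first 2 lines apart, with medians of 0.05 in MMTR-F and -0.34 in MMTR-N. In MMTR KD and MMTR-C the core medians were 0.07 and -0.08. Zfp42, a marker of naive mESCs, was 1.78 higher than WT on the log2 scale in MMTR-F and 1.20 in MMTR-N, but 0.13 in MMTR KD and -0.03 in MMTR-C. Tcl1, which encodes a coactivator of Akt kinases, was 0.94 higher in MMTR-N, and differed from WT by -0.31 in MMTR KD. In MMTR KD, the mesendoderm gene Evx1 stood 2.43 above WT, the growth factor gene Fgf8 1.73, and Wnt8a 1.39, while in MMTR-N Fgf8 stood 1.72 and Wnt8a 2.38 above it. Lrp2, an endocytic receptor gene of visceral endoderm and neuroepithelium, differed from WT by -1.29 in MMTR-F and -1.35 in MMTR-N, -0.02 in MMTR KD and -0.56 in MMTR-C.
On the 1000 most variable probes, the first principal component held 74.8% of the variance and put all 10 libraries on the side of their day. The second held 8.71% and the third 6.41%. At d3, MMTR-F and MMTR-N lay at -9.15 and -11.9 on the second component, and WT, MMTR-C and MMTR KD at 5.02, 4.65 and 6.30. The third component set MMTR KD, at -8.78, apart from WT, at 8.49, and MMTR-C, at 6.87. The library most correlated with WT at d3 was MMTR-C (r = 0.922 across centred probes) and that most correlated with MMTR-F was MMTR-N (0.789). MMTR KD joined the WT and MMTR-C pair at a distance of 0.273 in average linkage clustering, where MMTR-F and MMTR-N joined each other at 0.211 and the other three at 0.448. These groups were formed on the same data, so their separation was not tested. The Dmap1 signal was raised in MMTR-C, which lay beside WT.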

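The library labelled MMTR KD differed from the other d0 libraries in genes of primitive and visceral endoderm. Dab2 was 2.05 higher than WT on the log2 scale at d0, the collagen genes Col4a1 and Col4a2 1.88 and 1.65, and Amn, which encodes the visceral endoderm protein amnionless, 0.94. The 10 measured genes of that list had a median difference from WT of 0.79 at d0, above all 10000 random lists, and of 0.76 at d3. The median at d0 was -0.20 in MMTR-F, -0.02 in MMTR-C and -0.03 in MMTR-N. Igf2, an imprinted growth factor gene, was 1.62 higher, and Ccnd3, a cyclin D gene, 1.46. Germline genes had a median of 0.52 there at d0, with Ddx4, an RNA helicase of germ cells, 0.64 higher and Taf7l at least 1.95-fold higher. Lefty2 differed by -2.13 and Tcl1 by -1.32.
A further group was set by place in the genome. The 528 measured genes of chromosome 8 had a median difference from WT of -0.30 at d0, with 84.1% of them lower. The SD of the log2 differences between MMTR KD and WT at d0 was 0.311, and 9.64% of probes differed by at least 0.5. The library most correlated with MMTR KD at d0 was MMTR-C at d0 (r = 0.592), and it joined the other d0 libraries at a distance of 0.449, where WT and MMTR-N joined at 0.192. In this library the Dmap1 signal was not below that of WT. It is 1 library, with no replicate check.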

Only 49.3% (13,313 of 26,955) genes in the microarray were binding targets of MMTR/Dmap1 by public ChIP-Seq data (GSM1183112, TSS ≤ ± 20 kb) analyses (Figure 3A). Interestingly, among 2104 genes significantly (|log2 Fc| ≥ 0.5) changed in their expression during mESCs differentiation, 858 (79.15%) and 840 (82.35%) genes were identified as up- or downregulated MMTR/Dmap1 targets, respectively (Figure 3B), suggesting that the majority of differentially expressed genes during commitment of mESC differentiation were regulated by MMTR/Dmap1. As expected, gene ontology (GO) analysis showed that these MMTR/Dmap1 target genes are categorized into highly significant terms of embryo (or cell) development, embryonic morphogenesis, cellular differentiation, cell cycle, chromatin remodeling, cell damage/repair, and apoptosis/cell death (Figure 3C). At this point, we analyzed the gene expression profiles of MMTR/Dmap1-target pluripotency (*Pou5f1*, *Nanog*, *Sox2*, and *Klf4*) and trophectoderm (*Cdx2*, *Eomes2*, *Hand1*, and *Fgfr2*) markers to verify whether these genes influence the lineage commitment during mESCs differentiation. Although MMTR/Dmap1 binds to the regulatory region(s) of both pluripotency and trophectoderm markers, significant expression changes appeared only in the pluripotency markers during commitment of differentiation (Figure 3D and Figure S4). These findings suggest that not all MMTR/Dmap1 target genes change their expression during commitment of differentiation, and that in addition to the MMTR/Dmap1 binding, the expression fate of each MMTR/Dmap1 target in mESCs is context dependent.

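Of the paper's pluripotency markers, Nanog, Sox2 and Klf4 were lower at d3 than at d0 in WT, and Pou5f1 was not. Nanog differed by -1.15 on the log2 scale and Sox2 by -1.12, and Klf4 was below detection at d3. Pou5f1, the gene of Oct4, differed by 0.12, and by -0.19 under median scaling. Among the trophectoderm markers, Fgfr2, a fibroblast growth factor receptor gene, differed by -0.04 in WT. Cdx2, Eomes and Hand1 are not among the genes measured here.
Over the 5 lines, Nanog changed by -0.83 (adjusted p = 0.0025 from limma) and Sox2 by -0.88 (adjusted p = 0.00024), each lower in 5 of 5 lines. Pou5f1 changed by -0.28, which did not pass the test (adjusted p = 0.076), and it was lower in 4 of 5 lines. Fgfr2 rose by 0.89 (standard error 0.246, adjusted p = 0.018), with differences of 1.84 in the library labelled MMTR-F, 1.50 in MMTR-N, 0.69 in MMTR KD and 0.48 in MMTR-C. Of the 4 pluripotency markers 3 fell, and 4 when adjusted over the list alone, which the study chose on these samples, so the count is not independent evidence. The values of WT rest on 1 library per day, and the Dmap1 signal was raised in MMTR-C only. From expression changes that appeared only in the pluripotency markers, although MMTR/Dmap1 binds at both groups (Figures 3D and S4), the paper proposes that not all of its target genes change their expression during commitment and that the fate of each target depends on the context. Figure S4 includes RT-qPCR of trophectoderm markers in MMTR KD and overexpressing cells, which was not analysed here.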

MMTR/Dmap1 was initially identified to bind to Dnmt1 for DNA methylation [17,43]. The MMTR/Dmap1-containing complex is also a component of the Tip60-p400 complex [12,21,32]. To understand the interconnection between these two different phenomena in mESC commitment gene promoters, we analyzed public ChIP-seq database for other Tip60-p400 complex members, including Tip60, p400, Max, and Myc. As shown in Figure 3E and Figure S5A, almost all MMTR/Dmap1-bound regions showed strong association with Tip60, p400, Max, and Myc. However, these regions did not correlate with the CpG methylation status (Figure S5A). In addition, the MMTR/Dmap1-containing Tip60-p400 complex was rarely bound to the highly methylated CpG islands. Furthermore, we performed de novo motif analysis and cistrome analysis of TSS +/− 1 kb sequences of MMTR/Dmap1 up- and down-target genes to analyze motif(s) at MMTR/Dmap1 binding sites that overlapped with Myc and to check whether these motif(s) were Myc-related consensus sequences. As a result of integrating the analyses, we found that the Ets domain family and novel (CG-rich) consensus sequences were enriched in MMTR/Dmap1 binding sites (Figure S5B). In addition, 28% (477/1698) or 34% (579/1698) of MMTR/Dmap1 target genes were occupied or co-occupied by only MMTR/Dmap1 or MMTR/Dmap1-Myc, respectively (Figure S5C). Furthermore, 38% (642/1698) of target genes were occupied by MMTR/Dmap1 and Myc but not overlapped (Figure S5C). Then, Myc binding (Figure S5D) and MMTR/Dmap1-Myc common binding (Figure S5E) consensus sequences were identified from these analyses. Interestingly, we found that GC-rich motifs were enriched in MMTR/Dmap1-binding consensus sequences (Figure S5B,E,F). These observations suggested that newly identified CG-rich regions are important for the regulation of gene expression by MMTR/Dmap1-involved complexes.

Importantly, 15,157 raw peaks in the MMTR/Dmap1 ChIP-seq data met the peak-calling algorithm. These peaks were strikingly enriched around the transcriptional start site (TSS), such that approximately 40% of the promoter regions (between ± 3 kb) of target genes were occupied by MMTR/Dmap1, although 5’ UTR, intron, exon, and distal intergenic regions of targets showed MMTR/Dmap1 preference (Figure S5G). Based on the number of genes, their biological terms, and binding sites of the MMTR/Dmap1 targets, we hypothesize that the majority of genes that alter their expression by the mESC differentiation commitment (i.e., mESC commitment genes) are MMTR/Dmap1 target genes, and, therefore, MMTR/Dmap1 may play a critical role in the mESC commitment via the transcription control.

### 3.4. Suz12 Binding to the Commitment Gene Promoters, but not MMTR/Dmap1, Is Modulated Accompanied by H3K27 Modification during the mESCs Differentiation

The Tip60-p400 complex activates gene expression through its histone acetyltransferase and ATP-dependent H2AZ-H2B dimer exchange activities [32,44]. We analyzed the presence of active (H3K4me3, H3K27ac) or inactive (H3K27me3) histone marks, and H2A.Z occupancy in the MMTR/Dmap1 binding regions of the mESC commitment genes. Based on heat map analysis, we found that (i) all active histone marks were occupied around the MMTR/Dmap1 binding center, and (ii) the strength of these active marks depended on the Tip60-p400 complex binding affinity (Figure 4A). Two distinct PRCs, PRC1 and PRC2, collaborate to set the stage for early lineage commitment by maintaining epigenetic repression of key developmental loci in ESCs [45], and this mechanism is conserved in eukaryotes [46,47]. PRC1 and PRC2 have histone modification activities, catalyzing mono-ubiquitination of histone H2A (H2AK119u1) and trimethylation of H3 lysine 27 (H3K27me3), respectively [48,49,50,51,52]. We tested co-occupancy of PcG proteins (Ring1b and Cbx7 of PRC1; Suz12 and Ezh2 of PRC2) and the Tip60-p400 complex at the mESC commitment gene promoters (up- and downregulated targets) in undifferentiated mESCs to examine MMTR/Dmap1 control activities (Figure 4B). As expected, those promoters with the increased binding of the PcG proteins showed a positive correlation with H3K27me3 marks but a negative correlation with the active histone marks and binding levels of Tip60-p400 complex. Conversely, those promoters with the increased binding of Tip60-p400 complex showed a positive correlation with the active histone marks but a negative correlation with the inactive H3K27me3 marks and binding levels of PcG proteins (Figure 4B).

Interestingly, the H3K27me3 modification strength was different between up- and downregulated genes during the mESC differentiation, such that 33.9% and 26.0% of the upregulated genes showed high or moderate H3K27me3 modification, respectively, whereas only 9.8% and 18.2% of the downregulated genes showed high or moderate H3K27me3 modification, respectively (Figure 4C). In both up- and downregulated MMTR/Dmap1 targets, genes marked with strong H3K27me3 modification tended to show higher expression level changes during the mESC differentiation (Figure 4D), suggesting that H3K27me3 actively controls the commitment of gene expression, whereas the Tip60-p400 complex passively controls the expression level during the mESC differentiation. Consequently, (i) genes actively transcribed but destined to be inactivated during differentiation contain strong active histone marks along with the weak or moderate H3K27me3, and (ii) genes in the poised state and to be activated for differentiation contain bivalent histone marks (H3K4me3 and H3K27me3) [11]. Based on these results, we propose that the interplay between the Tip60-p400 complex and the H3K27me3-modifying protein complex (i.e., PRC2) is crucial for mESC differentiation.

To further explore the relationship between the MMTR/Dmap1 and PRC complexes for gene regulation, we conducted Gene Set Enrichment Analysis 2 (GSEA2) [40] on gene sets that were differentially expressed in Suz12 knockout (KO) mESCs [53]. Polycomb protein Suz12 (suppressor of zeste 12 protein) is critical for H3K27 methylation as a docking factor of PRC2 [54]. Most of the upregulated genes in Suz12 KO cells (SUZ12_TARGET_UP) are involved in stemness, whereas most of the downregulated genes in Suz12 KO mESCs (SUZ12_TARGET_DN) are involved in differentiation (Figure 4E). Therefore, these data suggested that the interplay between MMTR/Dmap1-embeded Tip60-p400 and PRC complexes controls the mESCs commitment.

Some of the MMTR1/Dmap1 target genes are also regulated by Suz12 KO mESCs (Figure 4E), and therefore we tested both MMTR/Dmap1 and Suz12 occupancy and H3K27 modification status in selected target gene promoters (Figure 5). Expression of these selected genes was further confirmed by the RT-qPCR analysis (Figure 5A and Figure S6A,B). We found that the MMTR/Dmap1 occupancy to the promoter was not different between stemness and developmental genes and during differentiation (d0 versus d3), whereas the Suz12 occupancy showed an inverse correlation with the gene expression (i.e., high Suz12 binding was in d0 developmental genes and in d3 stemness genes) (Figure 5B). The H3K27me3 status was highly increased along with mostly decreasing of H3K27ac status in the stemness gene promoters during differentiation, whereas H3K27ac was highly increased along with no changes in H3K27 methylation status in developmental gene promoters (Figure 5C). These results suggested that the changes in expression of commitment genes during differentiation is regulated by the binding of Suz12 (or PRC complexes) but not by MMTR/Dmap1 (or Tip60-p400 complex) accompanying H3K27 modifications. Therefore, one can also suggest that the subtle interplay between the Tip60-p400 and PRC complexes regulates the MMTR/Dmap1 targeted commitment gene expressions during the maintenance and differentiation of mESCs.

### 3.5. PRC Complexes Function as an On–Off Switch, whereas the Tip60-p400 Complex Executes Gene Expression via Recruiting Factors Required for Gene Activation During the mESCs Differentiation

To verify our hypothesis that interplay between the Tip60-p400 and PRC complexes regulates the MMTR/Dmap1 targets, we tested the correlation of the expression level with the MMTR/Dmap1 and Suz12 binding status in the promoters of selected commitment genes during differentiation of MMTR OE/KD mESCs (Figure 6). In general, both MMTR OE and KD induced higher expression of stemness-related MMTR/Dmap1 target genes in undifferentiated mESCs, when compared with the WT mock cells, whereas it did not affect expression of the development-related MMTR/Dmap1 target genes (Figure 6A), although MMTR OE and KD induced higher and lower MMTR binding to the commitment gene promoters, respectively (Figure 6B). Interestingly, another Tip60-p400 complex protein Tip60 did not change its binding affinity to the promoters by MMTR OE/KD (Figure 6B), suggesting that the MMTR deficient Tip60-p400 complex is still recruited to the promoters. On the contrary, Suz12 recruitment to the promoters was not affected by MMTR OE/KD in undifferentiated cells, whereas it was increased in the stemness gene promoters while decreased in the developmental gene promoters in differentiation day 3 (Figure 6B). These data correlate quite well with the differential potential of the MMTR OE/KD cells (Figure 1).

To delineate the discrepancy between the expression level of commitment genes and the MMTR/Dmap1 and Suz12 binding kinetics to the promoters, we employed ChIP-qPCR to other epigenetic regulators (p300 and Jmjd3) and the modified histones (H2AZ and H3.3) (Figure 6B). Histone acetyltransferase p300 and Tip60 (a key subunit of the Tip60-p400 complex) directly interact with each other, leading to the H3K27ac modification and recruiting modified histones to the promoter [55], whereas H3K27 demethylase Jmjd3 (also known as KDM6B) catalyzes the demethylation of H3K27me2/3 [56]. Both H3.3 and H2A.Z histone variants are deposited to the promoters and enhancers at transcriptionally active genes and coding regions of highly expressed genes [57]. We found that both histone modification factors (p300 and Jmjd3) showed decreased recruitment to the stemness gene promoters and higher binding to the developmental gene promoters in d3 mock mESCs when compared to those in d0 mock cells (Figure 6B). However, regardless of MMTR/Dmap1 OE or KD, they showed a tendency of higher binding to the stemness gene promoters at d0 cells and lower binding to the developmental gene promoters, although the corresponding levels were dependent on the promoter context (Figure 6B). In addition, histone variant protein (H2AZ, H3.3) binding was not different from that of p300 and Jmjd3, in general, with some exception for stemness gene *Klf4* and developmental Tead2 promoters (Figure 6B). Therefore, the binding affinities of histone modification factors (p300 and Jmjd3) and modified histones (H2AZ and H3.3) were in correlation with the expression of target genes (Figure 6A and Figure S6A,B) and the H3K27 modification status (Figure S6C,D) but not with the MMTR/Dmap1 expression levels. These data also suggest that Suz12 (or PRC2 complex) functions as an on–off switch, whereas MMTR/Dmap1 in the Tip60-p400 complex executes gene expression by an unknown mechanism via promoter context-dependent recruitment of other factors including Myc module factors during mESCs differentiation.

## 4. Discussion

The Myc targets are involved predominantly in cellular metabolism, cell cycle, and protein synthesis pathways, whereas the targets of core factors are more related to the development and transcription [8]. The core ESC factors select ESC genes through the recruitment of RNA Pol II, while c-Myc functions to control gene expression through the transcription pause [15]. Indeed, Myc-bound sites had shown higher levels of p-TEFb occupancy with increased levels of elongation-associated RNA Pol II phosphorylation [16]. Although approximately one-third of all active ESC genes are bound by both c-Myc and the core ESC pluripotency factors [14], previous studies proposed that targets occupied by the core pluripotency factors are different from genes bound by Myc [7,8]. In this study, almost all MMTR/Dmap1-bound regions showed a strong association with Max and Myc in addition to other Tip60-p400 complex proteins (Figure 3), and 34% (579/1698) of MMTR/Dmap1 target genes were co-occupied by Myc (Figure S5). These findings suggest that MMTR/Dmap1 functions as a member of the Myc module in the Tip60-p400 complex. Therefore, the Tip60-p400 complex recruited to the chromatin via binding to Myc module functions as a global transcription co-activator at most active Pol II promoters in ESCs.

The active stemness genes in ESCs must shut off during early differentiation commitment, while the lineage commitment genes must concurrently turn on. A previous study indicated that PcG proteins induce the ESCs to acquire and maintain specific development gene expression programs by forming a poised bivalent chromatin structure of the target gene promoters [45]. In this scenario, there is an antagonistic association between the Tip60-p400 complex and PcG proteins in general. However, a residual co-occupancy of both complex proteins is present in many cases. Therefore, our data are consistent with the hypothesis that dynamic interaction between Tip60-p400 and PcG proteins with the promoters of the mESC commitment genes exerts rapid cell fate decision. Importantly, H2A.Z showed strong association with the Tip60-p400 complex proteins in all ESC commitment genes, regardless of their expression changes (up- or downregulation) during differentiation (Figure 4). Since H2A.Z depletion caused expression of poised genes with concomitant loss of PRC components [58], it is plausible that H2A.Z association with Tip60-p400 is involved in the recruitment of PRCs.

In contrast to moderate or weak association between the PcG proteins and the Tip60-p400 complex in MMTR/Dmap1 downregulated genes, rapid transcription repression can be achieved by the strong association between PRCs and the Tip60-p400 complex. This leads to a transiently poised bivalent chromatin state. Likewise, dissociation of PRCs from the chromatin through an unknown mechanism releases genes from the transcriptional pausing. In ESCs, most bivalent promoters are thought to harbor a paused RNA pol II enzyme, although there is no evidence of this [59]. In most paused genes in ESCs, the Tip60-p400 complex significantly co-localizes with the H3K4me3 and acts to downregulate gene expression in ESCs [60]. Although there is no direct evidence connecting these two events (i.e., bivalent chromatin and transcriptional pausing), our previous finding that MMTR/Dmap1 acts as a corepressor to prevent RNAPII phosphorylation [28] supports the transcriptional pausing function of the Tip60-p400 complex in the bivalent gene promoters. Furthermore, Bmi1, a PRC1 protein, forms a ternary complex with MMTR/Dmap1 and Dnmt1 in association with gene silencing [61]. Interestingly, Chen and colleagues [62] showed that R-loops, RNA–DNA hybrids, modulate the binding of Tip60-p400 and PRC2 complexes in mESCs. PRC2 binds promiscuously to nascent RNA transcripts, and the level of RNA binding by the PRC2 catalytic subunit Ezh2 correlates with the RNA abundance [63]. The RNA binding by PRC2 inhibits its H3K27 methyltransferase activity [64]. In agreement with these findings, PRC2 components bind to both silent and active genes, and active genes bound by PRC2 are not marked by H3K37me3. Like PRC2, the Tip60-p400 histone acetyltransferase complex binds to nascent transcripts, although transcription promotes chromatin binding of Tip60-p400, but not PRC2 [62]. Therefore, a crosstalk between Tip60-p400 and PRC proteins might be important for balancing between the stemness and early lineage commitment, although the underlying mechanism should be further dissected.

MMTR/Dmap1 functions as a somatic Dnmt1- or HDAC2-mediated transcription repressor [17]. Homozygous MMTR/Dmap1 −/− embryos showed lethal phenotypes at the preimplantation stage due to the problems of methylation maintenance, and preimplantation epigenetic reprogramming [33]. Here, we found that MMTR/Dmap1 does not associate with Dnmt1-involved CpG methylation in the regulation of ESC commitment genes (Figure 3). This is conceivable, since the binding of PcG proteins in ESCs may repress genes during the later differentiation stages through more stable silencing mechanisms (DNA methylation) [65]. Furthermore, we previously reported that MMTR/Dmap1 is an intrinsic negative cell cycle regulator in somatic cells that modulates the CAK kinase activity via interaction with MAT1 [29]. Although this was not examined in this study, MMTR/Dmap1 may not serve as a cell cycle regulator. Recent findings showed that the pluripotency control in ESCs is hardwired to S and G2 phases, enacted by the ataxia telangiectasia mutated (ATM)/ATR-mediated replication checkpoint and Cyclin B1 pathways [66]. We showed that MMTR/Dmap1 plays a critical role in the regulation of commitment. However, it has a negligible effect on the mESCs self-renewal maintenance (Figure 1). These phenotypes in MMTR/Dmap1 KD and OE cells are very similar to those of PcG proteins [67]. PcG proteins are not necessary for the maintenance of self-renewal in ESCs, but rather they are thought to prepare ESCs for lineage commitment by the temporal control of the expressions of key developmental genes [67]. PRC2-deficient ESCs, as well as those lacking RING1B, fail to maintain properly the expression of lineage-specific genes [68]. Therefore, it is reasonable to suggest that the MMTR/Dmap1 is involved in the proper expression of stemness and developmental genes with Tip60-p400 complex by controlling the bivalent histone marks in their promoter regions via crosstalk with the PRC complexes. At this point, it is clear that additional analysis is needed for the identification and characterization of fraction(s) of MMTR/Dmap1 present in Tip60-p400 binding sites, since the related information would increase the depth of our findings. Exact binding site of Tip60-P400–MMTR/Dmap1 complex in regulatory regions could be identified by molecular and biochemical analyses, such as pull-down assay, but based on our results, we suggest that MMTR/Dmap1 binding regions have strong association with Tip60-p400. Further studies will provide valuable information about interaction between MMTR/Dmap1 and Tip60-p400 for regulation of gene expressions during maintenance and differentiation of mESCs.

Although the precise molecular mechanisms of PcG-mediated repression are still unknown, they might comprise two scenarios: (i) direct inhibition of the transcriptional machinery, PRC1-mediated ubiquitylation of lysine 119 of histone H2A, or (ii) chromatin compaction [69]. Recently, Tamburri et al. [70] revealed that the H2AK119ub1 deposition is essential for repression of the PcG target genes and H2AK119ub1 loss induced displacement of PRC2 activity and loss of H3K27me3 deposition in ESCs. In addition, PRC1 catalytic activity is crucial for the PcG-mediated gene repression by long-range chromatin interactions among PcG target sites [71]. Importantly, genes silenced by PcG proteins in ESCs maintain the potential to be activated at differentiation [72]. Furthermore, during cell-fate transitions, PcG proteins are re-recruited to distinct progenitor-specific targets and function as regulators of subsequent differentiation steps [73]. Regarding poorly understood reprogramming mechanisms involved in PRC and the related histone modification, Zheng et al., reported widespread resetting of epigenome plasticity in gametogenesis and early development by bivalent regulations of H3K27me3 [74]. In addition, Du et al. [75] recently revealed a unique PcG-regulated chromatin architecture with H3K27me3-marked PcG-associating domains in late-stage mouse oocytes. Therefore, PcG proteins serve as reversible repressors for genes involved in the lineage commitment. In more detail, PcG proteins can postpone fate decisions due to the fact of their bivalent domain activity and contribute to pluripotency.

The context-dependent and transient repression exerted by PcG proteins implies a dynamic control of PRC function during differentiation, possibly through the cooperation with auxiliary proteins such as sequence-specific transcription factors or enzymes modifying PRC core components. Chromodomain helicase DNA binding protein 4 (Chd4) in the Nucleosome Remodeling Deacetylase (NuRD) complex is essential for the localization of Ezh2 at the promoter of the key astrogenic marker gene *GFAP* (glial fibrillary acidic protein) and is required for its transcriptional suppression [76]. PcG proteins have been postulated to temporarily restrict gene expressions poised for activation during the lineage commitment [73]. DNA methylation, on the other hand, is generally regarded as a more permanent mechanism that might be incompatible with the rapid transcriptional activation. Therefore, it is intriguing to speculate that PcG-mediated silencing might replace more stable epigenetic mechanisms during cell-fate decision to induce gene activities specifying terminal differentiation. Chd4 is essential for Ezh2-mediated silencing of the *GFAP* promoter before the onset of astroglial differentiation [76]. It implies that chromatin remodeling might be necessary for the deposition of an alternative epigenetic mark. A recent study demonstrated that NuRD complex components are enriched at a subset of the PcG target genes, and NuRD-mediated deacetylation of histone H3K27 enables PRC2 recruitment and subsequent H3K27 trimethylation of NuRD target promoters [77]. NuRD has been shown to maintain the barrier between embryonic and trophoblast cell fates in ESCs [78]. Importantly, while ES cells lacking NuRD activity possess the ability to form trophoblast cells, in the absence of trophoblast-inducing external stimuli, they remain as self-renewing ESCs [78]. Furthermore, Kim et al. [37] recently reported that Mbd2–NuRD chromatin remodeling complex regulates erythropoiesis via interaction with CP2c complexes, and therefore, it is plausible that NuRD complex plays a crucial role in the cell-fate decision.

Promoters and enhancers control the temporal and spatial gene expressions, and approximately 70% of the most common promoters in the vertebrate genome are associated with the CpG islands (CGIs) [79,80]. About half of all CGIs contain transcriptional start sites (TSSs), and the other half, called orphan CGIs, are either within or between transcription units [81]. In addition, GC repeat motif are enriched in broadly active enhancers compared to both the genomic background and context-specific enhancers [82], and Steinhaus et al. [83] recently reported CGI-associated transcribed enhancers, which have pervasive and CpG-dependent promoter-like characteristics. In this study, we observed that GC-rich regions could serve as novel binding consensus sequences of MMTR/Dmap1 (Figure S5B–F). Furthermore, the majority of MMTR/Dmap1 binding regions in target genes (+/− 10 Kb from TTS) were at the promoter sites (39.6 or 41.6% in up- or down-target genes, respectively), and MMTR/Dmap1 was bound to other regions, including 5’UTR, exon, intron, and distal intergenic regions (Figure S5G). Considering these finding together with previous results, we speculate that MMTR/Dmap1 binds to GC-rich regions including common/orphan promoters, CGI-associated enhancers, and other putative regulatory regions of target genes to control their expressions. Therefore, further in-depth studies of the MMTR binding regions are needed, since they will broaden our understanding of the role of MMTR/Dmap1 in mESC dynamics.

Meanwhile, it is well known that the self-renewal mechanism of hESCs differs from that of the mESCs, although both of them are established from the inner cell mass of mouse or human preimplantation embryos. For example, hESCs respond to signaling between the NODAL/ACTIVIN-A-activated fibroblast growth factor (FGF) and transforming growth factor-beta (TGF-β) signaling pathway to sustain prolonged self-renewal, but different growth factors, leukemia inhibitory factor (LIF), and bone morphogenic protein 4 (BMP4) are required for mESCs [84]. To check the similarity of MMTR/Dmap1 function in hESCs, we analyzed the hESC GSE15257 microarray dataset to compare MMTR/Dmap1 target genes in mESCs. Although it did not correspond to d3 of mESCs, expression of hESC differentiation d12 was compared to MMTR/Dmap1 up- and down-target gene in mESCs (Figure S7). Among the 697 genes analyzed, 42% (292/697) of MMTR/Dmap1 target genes in hESCs were consistent with those of mESCs (Figure S7A) and GO analysis of these genes revealed several interesting pathways (e.g., cell proliferation, cell cycle, DNA damage response/repair, signaling pathway (Figure S7B). Here, we speculated that function of MMTR/Dmap1 in hESCs would be similar in mESCs and further studies will be required for its significance.

## 5. Conclusions

Here, we identified a novel mechanism of MMTR/Dmap1 in terms of bivalent regulations in maintenance and differentiation of mESCs. The Tip60-p400 complex, including MMTR/Dmap1, binds to almost all preferential genes for the maintenance of pluripotency. MMTR/Dmap1 regulates bivalent genes through intimate interaction with PRC complexes in mESCs (Figure 7). In normal WT mESCs where PRC complexes weakly recruited to the promoters, the Tip60-p400 complex could recruit p300 via interaction with Tip60 [55]. It subsequently leads to the H3K27ac modification and modified histones binding to the promoter in a competitive manner with other inhibitory factors, i.e., RGS6 [85], DNMT1-HDAC2-Bmi1 [61], Daax1-TSG101 [86], or MDGA2 [87] that are recruited via interaction with MMTR/Dmap1. The lack of MMTR/Dmap1 occupancy in Tip60-p400 by MMTR KD could not recruit those inhibitory factors due to the lack of their interacting partner MMTR, strengthening the p300 recruitment to the Tip60-p400 complex. By MMTR OE, surplus MMTR outcompetes those inhibitory factors rendering stronger interaction of p300 with Tip60 in the complex. In the present study, we propose that the multi-faceted regulator MMTR/Dmap1 is a molecular rheostat needed for the fate decision of the pluripotent embryonic stem cells. Understanding MMTR/Dmap1 molecular mechanisms by elaborative MMTR/Dmap1 modifications at transcriptional or translational levels will be a crucial next milestone.

## Figures and Tables

**Figure 1:**
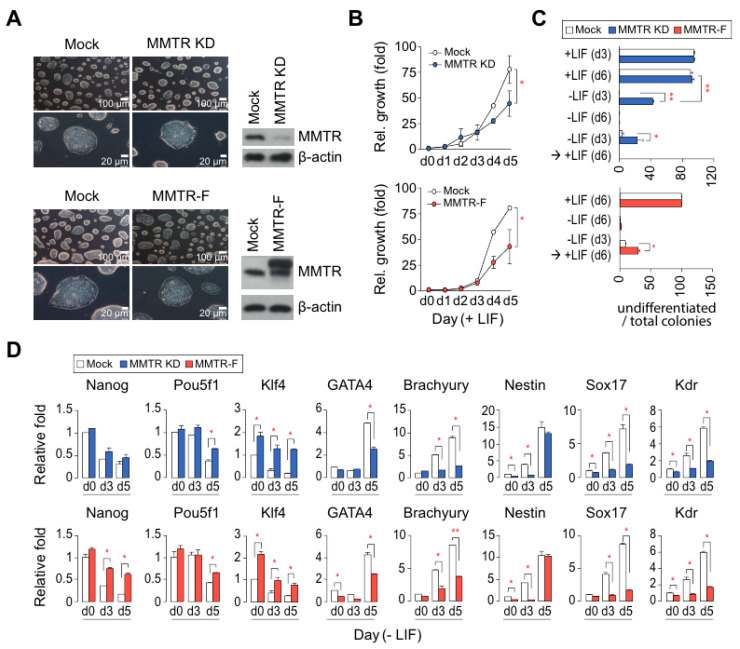
Establishment and characterization of *Mat1*-mediated transcriptional repressor (MMTR) KD and MMTR–F mESC lines. (**A**) MMTR KD and MMTR-F clones maintain typical morphologies under phase contrast microscope. (**B**) Cell proliferation rates for 5 days under LIF. (**C**) Differential potentials of MMTR KD (left) or MMTR-F (right) cells during 6 days in the present or absence of LIF measured by cell colonies with AP staining. We scored numbers of AP positive colonies (undifferentiated colonies) out of total colonies. (**D**) RT-qPCR of stemness and three germ layer specific markers. *n* = 2. * *p* < 0.05; ** *p* < 0.01. KD, knockdown; F, full-length; LIF, leukemia inhibitory factor; AP, alkaline phosphatase, RT-qPCR, reverse transcription-quantitative polymerase chain reaction.

**Figure 2:**
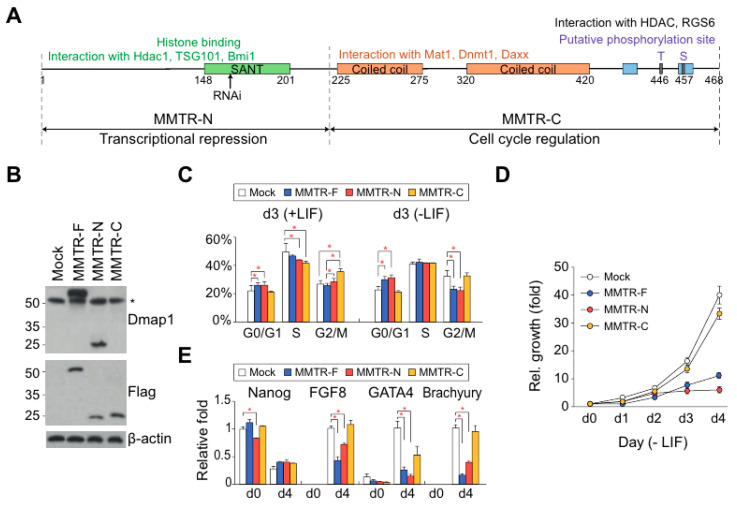
Establishment and characterization of MMTR-F, -N, and -C mESC lines. (**A**) Diagram of each MMTR mutant clone and (**B**) validation of their expressions by immunoblotting. Specific antibodies for immunoblots are shown at the right side of the photos, and the asterisk (*) denotes endogenous MMTR/Dmap1. (**C**) Cell cycle profile by flow cytometry. (**D**) Cell proliferation rates. (**E**) RT-qPCR of stemness and three germ layer specific markers. *n* = 2. * *p* < 0.05.

**Figure 3:**
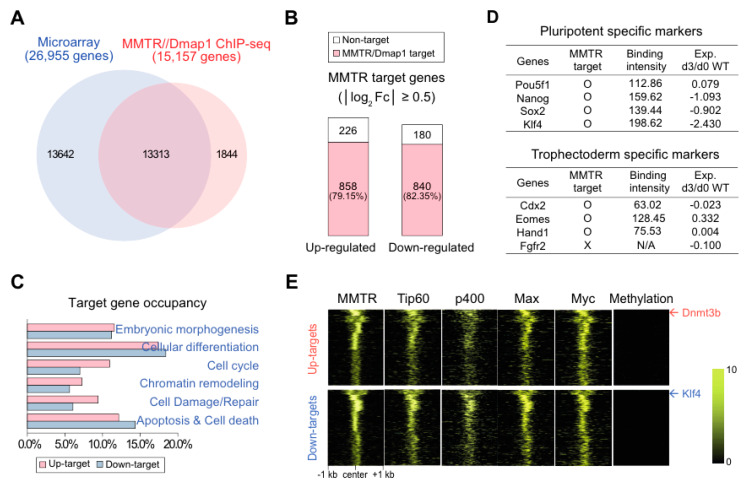
Alteration of MMTR/Dmap1 target gene expression during spontaneous mESCs differentiation. (**A**) Venn diagram of overlapping gene numbers at day 0 WT mESCs in the microarray and genes targeted by MMTR/Dmap1 in CHIP-seq (GSM1183112, TSS ≤ ± 20 kb). We indicated the number of overlapping and non-overlapping genes. (**B**) Percentage of MMTR/Dmap1 target genes among those with significant (|log_2_ Fc| ≥ 0.5) up- or downregulation during spontaneous mESCs differentiation. (**C**) The mESC differentiation commitment-related gene ontology (GO) biological process in up- or downregulated MMTR/Dmap1 targets. (**D**) Dependency of expression change to pluripotency and trophectoderm targets of MMTR/Dmap1 during mESC differentiation. MMTR target = Binding intensity ≥ 60; Binding intensity = −log_10_ (*p*-value); Expression changes = log_2_ fold change. (**E**) ChIP-seq heat maps showing occupancies of MMTR/Dmap1, Tip60, p400, Max, Myc, and the DNA methylation status in the promoters of MMTR/Dmap1 up- and down-target genes in undifferentiated mESCs. Dnmt3b and Klf4 are representative for MMTR/Dmap1 up- or downtarget genes, respectively. The color bar indicates binding strength. GO, gene ontology.

**Figure 4:**
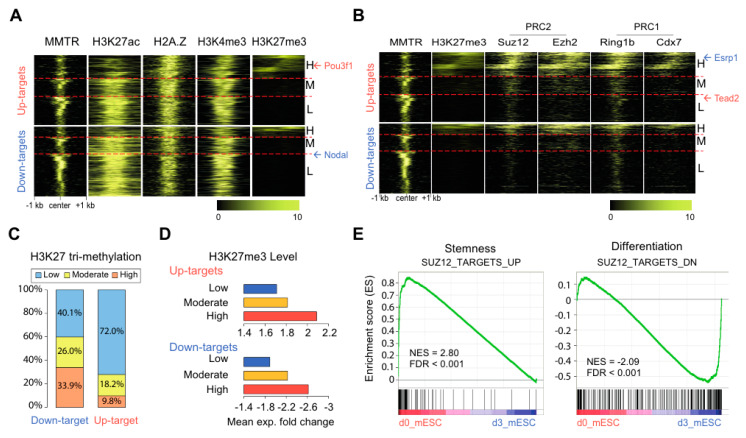
MMTR/Dmap1 co-localizes with PRC complex proteins at the promoters of the MMTR/Dmap1 up- and down-targets. (**A**) Heat maps showing histone modifications and H2A.Z at the MMTR/Dmap1 binding regions of up- and down-target promoters in undifferentiated mESCs. We sorted heat maps by the propensity of H3K27me3 modification (high, medium, and low levels). (**B**) Heat maps showing binding patterns of MMTR/Dmap1 and PRC proteins at the target promoters. The color bars indicate binding strength. (**C**) The proportion of H3K27me3 modification strengths in the MMTR/Dmap1 up- and down-targets. (**D**) The mean expression fold changes of both up- and down-targets during differentiation according to the strength of H3k27me3 modification. (**E**) GSEA2 analyses of MMTR/Dmap1 stemness (left) and differentiation (right) targets with differential expression by Suz12 knockout mESCs [53]. PRC, polycomb repressive complex; GSEA2, Gene Set Enrichment Analysis 2.

**Figure 5:**
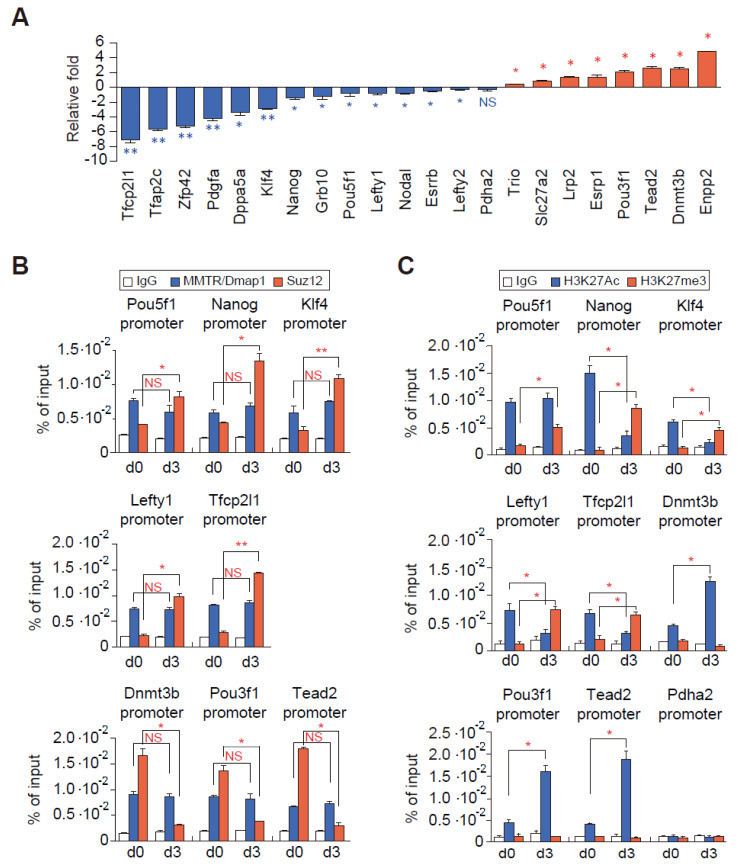
Modulation of Suz12 but not MMTR/Dmap1 binding to the commitment gene promoters occurs accompanying H3K27 modification during mESCs differentiation. (**A**) Bar graphs showing expression changes of representative MMTR/Dmap1 targets during mESC differentiation. Expression changes of these genes from the RT-qPCR data are in Figure S6A,B. Blue color bars indicate stemness genes, whereas red color bars indicate developmental genes. (**B**) ChIP-qPCR graphs showing MMTR/Dmap1 (blue) and Suz12 (red) bindings to the selected commitment gene promoters in undifferentiated (d0) and differentiated (d3) mESCs. Each ChIP value is presented as a percentage of the respective input DNA. (**C**) Quantification of H3K27 modification changes in the selected commitment gene promoters by ChIP-qPCR of undifferentiated mESCs (d0) and differentiated mESCs (d3). Pdha2 was a negative control. *n* = 2. * *p* < 0.05; ** *p* < 0.01; NS, no significant.

**Figure 6:**
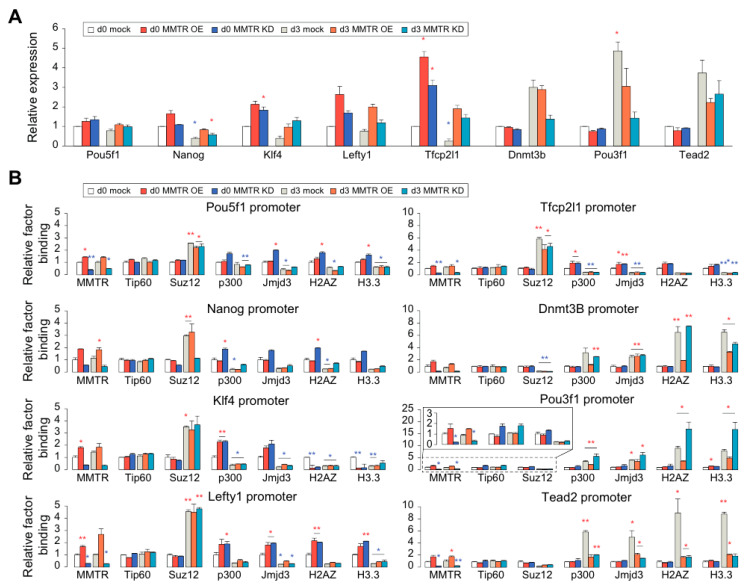
mESC commitment gene expression is differentially regulated by both MMTR/Dmap1 and Suz12 during mESCs differentiation. (**A**) RT-qPCR graphs showing selected mESC commitment genes expression in undifferentiated (d0) and differentiated (d3) MMTR OE and KD mESCs. We obtained expression levels of samples in each gene by RT-qPCR and depicted the relative folds to the d0 mock values. (**B**) ChIP-qPCR showing the relative binding of transcription control factors to the promoters of mESC commitment genes. Binding folds normalized by IgG values and relative folds were depicted to the d0 mock values. *n* = 2. * *p* < 0.05; ** *p* < 0.01.

**Figure 7:**
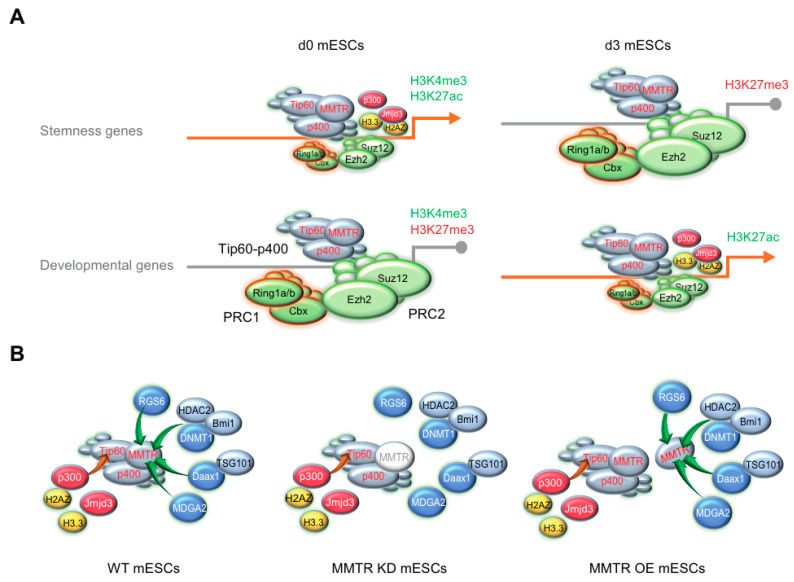
Schematic model of crosstalk among Tip60-p400 and PRC complexes (PRC1 and PRC2) on commitment genes expression. (**A**) PRC complexes function as an on–off switch of gene expression whereas the Tip60-p400 complex executes gene expression via recruiting other active histone modification factors and histones. The Tip60-p400 complex steadily stays on the promoter regions of both stemness and developmental genes regardless of differentiation status (d0 versus d3). On the contrary, binding affinity of PRC complexes determines whether target genes expression goes or not, such that strong binding of PRC complexes in stemness genes at d3 and developmental genes at d0 causes H3K27me3 modification leading gene expression shut down. Weak binding of PRC complexes in the promoters of the d0 stemness and d3 developmental genes allows H3K27ac modification and modified histone (H2AZ and H3.3) binding to the promoter by recruiting p300 and Jmjd3 via interaction with the Tip60-p400 complex. (**B**) Molecular model showing that arbitral downregulation or upregulation of the MMTR/Dmap1 expression leads upregulation of stemness genes at d0 mESCs. In normal WT mESCs where PRC complexes weakly recruited to the promoters, the Tip60-p400 complex could recruit p300 via interaction with Tip60. It subsequently leads H3K27ac modification in and modified histones binding to the promoter in a competitive manner with other inhibitory factors (RGS6, DNMT1-HDAC2-Bmi1, Daax1-TSG101, or MDGA2) recruited via interaction with MMTR /Dmap1 (left). The lack of MMTR/Dmap1 occupancy in Tip60-p400 by MMTR KD could not recruit those inhibitory factors due to the lack of their interacting partner MMTR, strengthening the p300 recruitment to the Tip60-p400 complex (middle). By MMTR OE, surplus MMTR outcompetes those inhibitory factors rendering higher interaction of p300 to Tip60 in the complex (right).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/5/1190/s1, Figure S1: Establishment and characterization of MMTR mutant cell lines; Figure S2: The contribution of MMTR/Dmap1 mutant cells and their effects on the mESC differentiation; Figure S3: High throughput expression analysis of each MMTR/Dmap1 mutant cell by microarray; Figure S4: MMTR/Dmap1 does not regulate trophoblast marker genes; Figure S5: Tip60-p400 complex subunit MMTR/Dmap1 regulates the expression of genes involved in maintenance and differentiation of mESCs; Figure S6: Differentiation dependent expression changes of selected commitment genes and MMTR/Dmap1 dependent H3K27 modification status in their promoters; Figure S7: Comparison of MMTR/Dmap1 target genes in mouse and human ESCs; Table S1: List of primers for RT-PCR and ChIP-qPCR during differentiation of mESCs; Table S2: List of significantly up-regulated MMTR.Dmap1 target genes during differentiation of mESCs.

# Supplementary material for: MMTR/Dmap1 Sets the Stage for Early Lineage Commitment of Embryonic Stem Cells by Crosstalk with PcG Proteins
**Source:** Cells. 2020 May 11;9(5):1190. doi: 10.3390/cells9051190
**Supplement:** Supplementary file 1

Supplementary information

Table S1. List of primers for RT-PCR and ChIP-qPCR during differentiation of mESCs.

Gene	Forward (5' to 3')	Reverse (5' to 3')	Amplicon size
RT-qPCR			
Brachyury	CCAGCTCTAAGGAACCACCG	ACTCCGAGGCTAGACCAGTT	137 bp
Cdx2	TGTACACAGACCATCAGCGG	CCAAATTTTAACCTGCCTCTCGG	125 bp
Dnmt3b	GCCAGACCTTGGAAACCTCA	TTGTTTCCTGAAAGAAGGCCC	139 bp
Dppa5a	GACCCTCGTGACCCGTAAAG	CCCTGTGGGCCAAACAGATA	117 bp
Enpp2	CAGAGGAAGTCAGCAGACCC	CCAATTTGTTCTTTGGCTCTACCT	105 bp
Eomes	ACAACCTACGATTCATCCCATCAGA	GGGCTTGAGGCAAAGTGTTG	96 bp
Esrrp1	GGCCTGGCCTACAATACTGG	CATCCTCGGTTGCATACTGGT	73 bp
Esrrb	CCTAGTCACAAAGAGACACAGAC	TTCGGTTCAGCAGCATGGTT	150 bp
Gapdh	CGTGCCGCCTGGAGAAACC	TGGAAGAGTGGGAGTTGCTGTTG	144 bp
GATA4	CCCTGGAAGACACCCCAATC	ATTGCACAGGTAGTGTCCTG	127 bp
Grb10	GCGTCTAGCTCTGTACCTTG	GACCATGCTCTGGTTGGCTT	109 bp
Hand1	CGGAAAAGGGAGTTGCCTCA	GGTGCGCCCTTAATCCTCT	81 bp
Kdr	GAGATTACAAGGCTTTCAGCA	CCTCCGTTTGAGATGAGAGAG	119 bp
Klf4	GACTAACCGTTGGCGTGAGG	CGGGTTGTACTGCTGCAAG	106 bp
Lefty1	CTCGATCAACCGCCAGTCCT	TGCCACCTCTCGAAGGTTCTG	150 bp
Lefty2	CCTGGACAGCGCGGATG	GCCTGCCACCTCTCGAAAAT	136 bp
Lrp2	AGCGGCTACAGTGGAGAGTA	AAGAGCCATTGTCGTCCTG	72 bp
Nanog	AGGATGAAGTGCAAGCGGTG	CTGGTGCTGAGCCCTGAAT	76 bp
Nestin	GAGGCGCTGGAACAGAGATT	TAGACCCTGCTTCTCCTGCT	105 bp
Nodal	CTGGCGTACATGTTGAGCCT	GGTCACGTCCACATCTTGCG	87 bp
Pdgfa	AGGAGGAGACAGATGTGAGGT	TTCAGGAATGTCACACGCCA	81 bp
Pdha2	TGGAATGGGAACCTCCAACG	CTGCAAACCTGGTTGCCTCC	128 bp
Pou3f1	TCCCCACAGCGAAAGGTAAC	GGGGACTCTCCTCTCTTCGT	74 bp
Pou5f1 (Oct4)	GCAGATAGGAACCTTGCTGGGT	CACCTTTCCAAAGAGAACGCC	149 bp
Slc27a2	CATCGTGGTTGGGGCTACTT	GGTACCGAAGCAGTTCACCA	119 bp
Sox17	TTCTGTACACTTTAATGAGGCTGTT	TTGTGGGAAGTGGGATCAAG	113 bp
Tead2	TTTTCCCAAACAAAGCTCCCG	ATCTGGGCAAACCCCAAGCA	128 bp
Tfap2c	CACGGGTAACCGGACTGTG	GAGTCGTGGCGATCCTGAG	114 bp
Tfcp2l1 (CRTR)	AGAAGGGAGTGCCTTTTCGG	CCCTTGGGCTTGAACACCTT	115 bp
Trio	CCGACGGGACTCTCAAGAAA	TTCTCGTGGCTTCCTGTACC	128 bp
Zfp42 (Rex1)	CTGGGTACGAGTGGCAGTTT	CCATTTCTTAATGCCACAGC	98 bp
ChIP-qPCR			
Dnmt3b	GGGTTAAGCGGCCCAAGTAA	GCGCTCACCTGTCGTGA	140 bp
Klf4	CCTCTCTCGCATACGCACG	CCCTTCTCCTAGCTTCTGAGAT	146 bp

Lefty1	GCATCCAGCAGAGAACGTGA	AGGACATTCAGGACAGGGGT	148 bp
Nanog	ACAATGTCCATGGTGGACCC	ACCCTACCCACCCCTATTC	106 bp
Pdha2	TGGAATGGGAACCTCCAACG	CTGCAAACCTGGTTGCCTCC	128 bp
Pou3f1	AAGCCGATCCGAATCTGTCC	TCTAGACTCAGCGCCACAAC	78 bp
Pou5f1 (Oct4)	TGGGAGGTGAGCATGACAGA	CACATGTGTGGAAGTCCCT	128 bp
Tead2	ACTGAGTCCCAAGGCCTGAA	AAAAGGGGGCATAGTCAGGG	98 bp
Tfcp2l1 (CRTR)	AGCCCGAACACTACAACCAG	TGGAGGCCTGAGGTTAGTCA	105 bp

Table S2. List of significantly up-regulated MMTR/Dmap1 target genes during differentiation of mESCs. Genes were categorized according to GO groups.

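The genes of Table S2 were higher in WT mESCs at d3 than at d0, from developmental receptors to regulators of chromatin. Among genes of embryonic morphogenesis, Fzd7, a Wnt receptor gene, was 2.10 higher on the log2 scale, Prickle1, of the planar cell polarity pathway, 2.03 and the phosphatase gene Dusp4 2.11. Among genes of cellular differentiation, App, which encodes the amyloid precursor protein, was 2.31 higher. Satb1, a chromatin organizer listed under chromatin remodeling, was 2.45 higher and Bahd1, a gene of heterochromatin, 1.70. Irf1, a transcription factor of the interferon response listed under cell cycle, was 1.78 higher, and Igf1r, the insulin-like growth factor receptor gene of cell damage and repair, 1.47.
In the 5-line test 73 of 81 measured genes of embryonic morphogenesis rose and 1 fell (75 and 1 when adjusted over the list alone). Of 133 genes of cellular differentiation 124 rose and 1 fell (127 and 1 when adjusted over the list alone), of 55 of cell cycle 51 and 1 (52 and 1), of 41 of chromatin remodeling 35 and 0 (37 and 0), of 44 of cell damage and repair 37 and 0 (39 and 1), and of 110 of apoptosis and cell death 98 and 1 (102 and 1), with the counts adjusted over the list alone in brackets. The median difference between d3 and d0 in WT lay between 0.72 for chromatin remodeling and 0.89 for cellular differentiation, and for the 6 lists between 0.41 and 0.59 in the library labelled MMTR-F, 0.45 and 0.63 in MMTR KD, 0.50 and 0.70 in MMTR-N and 0.64 and 0.83 in MMTR-C, where alone the Dmap1 signal was raised. The calls are from limma at an adjusted p under 0.05. The study chose these genes by their rise on the same samples, so the counts are not independent evidence of their direction, and a choice made in WT would by itself give smaller medians in other lines. Whether the genes bind MMTR/Dmap1 was not analysed here.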

Term group	Target gene #	Occupancy	Gene list
Embryonic morphogenesis	96	11.20%	Aatk, Acd, Acs14, Acvr2b, Add1, Ahi1, Bcl2l11, Bcl9l, Bcor, Bmpr1a, Bmpr2, Bnip2, Cebpb, Col2a1, Cthrc1, Cul4a, Cul7, Dab2, Dicer1, Dlg3, Dlg5, Dpysl2, Dusp4, Dusp6, Efna5, Ell3, Epb4.115, Ercc2, Ets2, Etv2, Fzd7, G2e3, Gdf1, Gja1, Glipr2, Gnaq, Gnas, Gpc3, Gsk3b, Has2, Hectd1, Hey1, Hook3, Hs2st1, Ilk, Kdm2b, Klfl10, Krt8, Lgl1, Lrig3, Lrp2, Man2a1, Med12, Megf8, Mfsd7b, Miat, Mtcl1, Myh10, Myo6, Nsdhl, Otx2, Pbx1, Prickle1, Prkaca, Prkacb, Prkra, Pygo2, Sall2, Sema3f, Skil, Slc40a1, Slc9a3r1, Smad1, Smad3, Smo, Smo., Sox11, Sox4, Spg20, Srsf1, Ssbp3, Stag2, Sulf1, Tab1, Tcf3, Tcf7, Tead2, Twsg1, Twsg1., Ube2b, Vangl2, Vangl2., Yap1, Yap1., Zbtb18, Zic2
Cellular differentiation	158	18.40%	Aatk, Acs16, Acvr2b, Add1, Ahi1, Als2, Apbb1, App, Arhgef2, Atp6ap1, Bcl11b, Bcl9l, Bex2, Bhlhb9, Bmpr1a, Bmpr2, Bnip2, C1galt1, Carm1, Cbfb, Cd276, Cebpb, Cebpg, Chrn1, Clic1, Clic4, Cthrc1, Cul4a, Cul7, Cxadr, Dab2, Dicer1, Dlg5, Dnmt3b, Dpysl2, Dpysl5, Dusp6, Efna5, Ell3, Epb4.115, Erbb2, Ercc2, Errfi1, Etv2, Fam213a, Farp1, Fbln1, Fbxo45, Fdps, Fem1b, Fzd7, Gabrb3, Gak, Gja1, Glipr2, Gnaq, Gnas, Gprc5b, Gsk3b, Hacd1, Has2, Hey1, Hist1h4a, Hnnp1c, Homer1, Hook3, Igf1r, Ilk, Inpp1, Irf1, Itgb1bp1, Jmjd6, Kank1, Klfl10, Klfl13, Klfl7, Kmt2e, Kras, Krt8, Lats1, Lgl1, Lrp8, Man2a1, Map2, Map3k1, Mapk12, Mapk8ip2, Med12, Megf8, Mfsd7b, Miat, Mllt4, Mycl, Myh10, Myo6, Myrf, Ndfip1, Ndn, Neu1, Nfatc4, Nlgn2, Nrep, Ntrk2, Numb, Olfm1, Otx2, Pacsin1, Palm, Pbx1, Pou3f1, Ppp1r9a, Ppp2r5d, Ppp3ca, Prickle1, Prkaca, Prkcz, Pten, Ptpr, Rab25, Ramp2, Rassf2, Rcor1, Sdc2, Sema3f, Sema6a, Skil, Slc9a3r1, Slitrk5, Smad1, Smad3, Smarca2, Smo, Sort1, Sox11, Sox4, Spg20, St6gal1, Stag2, Stau2, Stxbp1, Stxbp5, Tcf3, Tead2, Thy1, Tmem14c, Trim32, Triobp, Tspo, Ttc3, Twsg1, Unc5b, Vamp3, Vangl2, Vezf1, Yap1, Zfhx3, Zic2, Zswim6
Cell cycle	60	7.00%	Apbb1, App, Arhgef2, Bach1, Bcl2l11, Bhlhe40, Cables1, Calm2, Calm3, Ccar2, Cdc7, Csnk2a2, Ctdsp2, Cul4a, Cul7, Dgkz, E2f6, Eml1, Ercc2, Fem1b, Fign, Gja1, Hacd1, Igf1r, Ilk, Insr, Irf1, Klhl21, Kmt2e, Lats1, Lzts2, Map3k1, Mapk12, Mapre2, Mxipl, Myh10, Nabp2, Nedd1, Nudt16, Pbx1, Pim2, Pkia, Ppp3ca, Prkaca, Prkacb, Prmt2, Pten, Rassf1, Skil, Slc9a3r1, Smad3, Sox4, Stag2, Tcf3, Trim32, Triobp, Ube2b, Uhrf2, Usp47, Wapal
Chromatin remodeling	48	5.60%	Aebp2, Apbb1, Arid1b, Aut2, Bahcc1, Bahd1, Bcor, Brd3, Carm1, Cebpg, Dnmt3b, Ehmt1, Gja1, Gnas, Gsk3b, Hist1h2bj, Hist1h3e, Hist1h4a, Hist2h2be, Hmgn3, Hnnp1c, Ing2, Jmjd6, Kansl3, Kdm2b, Kdm7a, Kmt2e, Mbd2, Nap1l1, Prkcb, Prmt2, Pygo2, Rcor1, Ring1, Satb1, Smarca2, Smarcd2, Smarce1, Snca, Suds3, Supt3, Tada1, Tcf3, Tdrkh, Ube2b, Uhrf2, Yeats2, Zmynd11

Cell Damage/Repair	52	6.10%	2810417H13Rik, Apbb1, Bmpr1a, Casp9, Ccar2, Cdc14b, Cebpg, Cops5, Csnk2a2, Cul4a, Dab2, Dgkz, Ell3, Ercc2, Fem1b, Fign, Get4, Gja1, Gstp1, Herpud1, Igf1r, Map3k1, Mapk8ip2, Nck2, Nfatc4, Nudt16, Pea15a, Pmaip1, Pten, Ralb, Rassf2, Rhno1, Sash1, Sh3rf1, Skil, Snca, Sox4, Spop, Stk32a, Supt3, Tbc1d5, Tgfbra1, Traf4, Trim32, Trove2, Trp53bp1, Ube2b, Ube4b, Usp47, Vangl2, Xpa, Zmynd11
Apoptosis/Cell death	123	14.30%	Aatk, Ahi1, Apbb1, App, Bag3, Bcl11b, Bcl2l11, Bcl7c, Bex2, Bhlhb9, Bmpr2, Bnip2, Bok, Cadm1, Capn10, Casp9, Ccar2, Cebpb, Clic4, Col2a1, Csnk2a2, Cul7, Dab2, Ddit4, Degs1, Dhcr24, Dicer1, Dido1, Dusp6, Dyrk2, Egl3, Ell3, Epb4.1l3, Erbb2, Ercc2, Fbxo10, Fem1b, G2e3, Gabrb3, Gdf1, Gja1, Gnaq, Gsk3b, Gstp1, Herpud1, Hif3a, Hspd1, Igf1r, Ilk, Ing2, Irf1, Irs2, Ivns1abp, Kdm2b, Kras, Krt18, Krt8, Lzts2, Map3k1, Mdk, Mtch1, Nck2, Ncl, Nes, Nfatc4, Nme3, Nrbp2, Nsmaf, Ntrk2, Nuak2, Pacs2, Pea15a, Pim2, Plagl2, Plcg2, Pmaip1, Ppp2cb, Prkcb, Prkcz, Prkra, Prmt2, Pten, Ralb, Ramp2, Rassf2, Rhot2, Rnf130, Rtn3, Sema6a, Sh3rf1, Skil, Slc40a1, Slc9a3r1, Smad3, Smo, Snca, Sort1, Sox11, Sox4, Spop, St6gal1, Stk17b, Stk40, Stxbp1, Suds3, Sulf1, Tcf7, Tead2, Tgfbra1, Tmem132a, Traf4, Trim32, Tspo, Ube2b, Ube2k, Ube4b, Unc5b, Usp47, Vegfb, Xpa, Yap1, Ypel3, Zmynd11

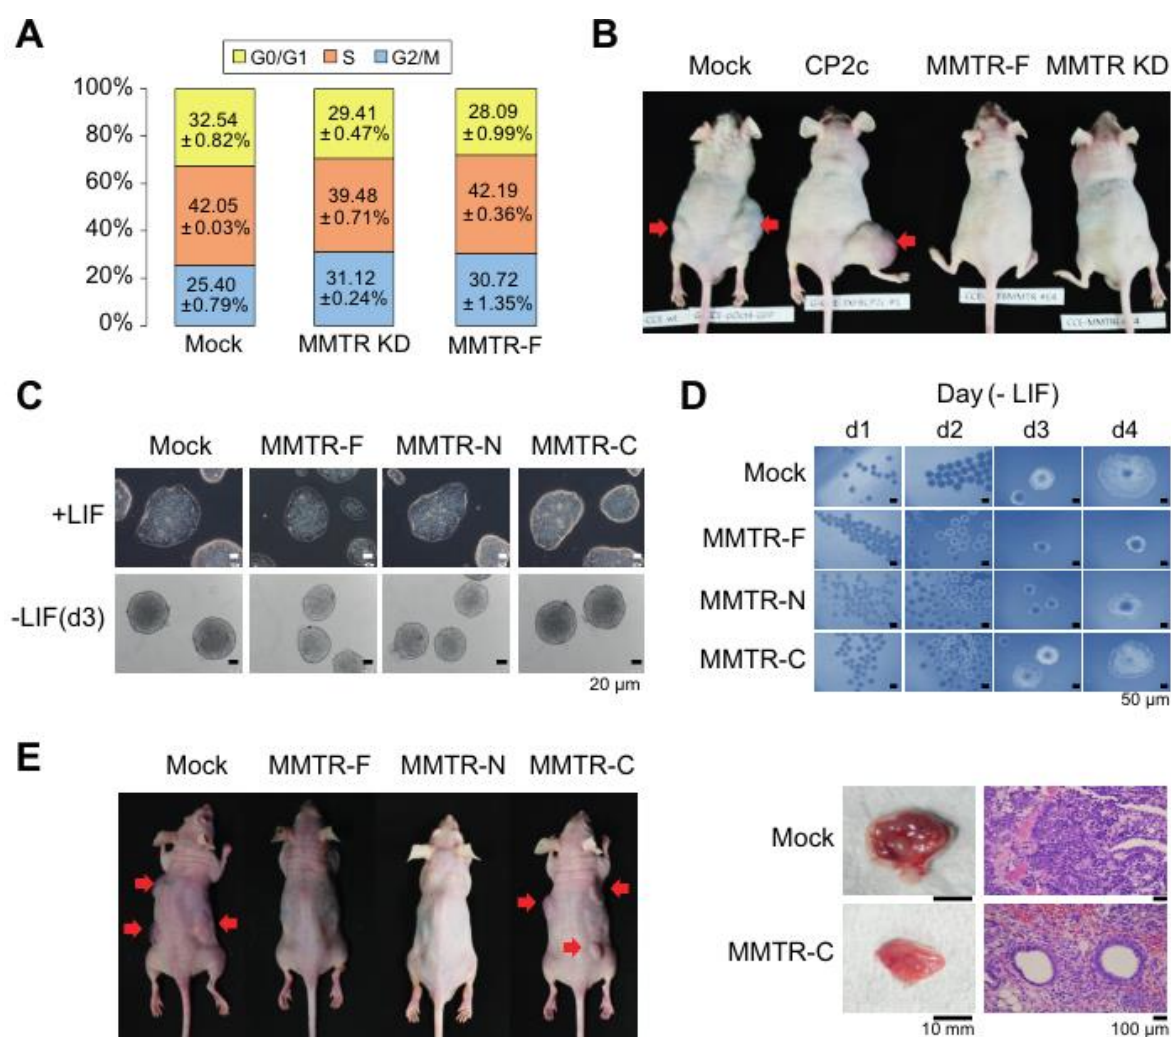

Figure S1. Establishment and characterization of MMTR mutant cell lines. (A-B) Establishment and characterization of MMTR KD and MMTR-F mESC lines. (A) Cell cycle profiles of cells cultured under LIF were analyzed by flow cytometry. (B) *In vivo* teratoma forming assays. Wild type and oncogenic CP2c-OE mESCs were as positive controls. (C-E) Establishment and characterization of MMTR-F, -N, and -C mESC lines. (C) Morphological images of colonies under phase contrast microscope and (D) EB images (embryoid body) for 4 days culture without LIF. (E) *In vivo* teratoma forming assays in mock, MMTR-F, -N and -C mESCs-injected mice (left) and teratoma lesions in mock and MMTR-C mESC injected mice (right).

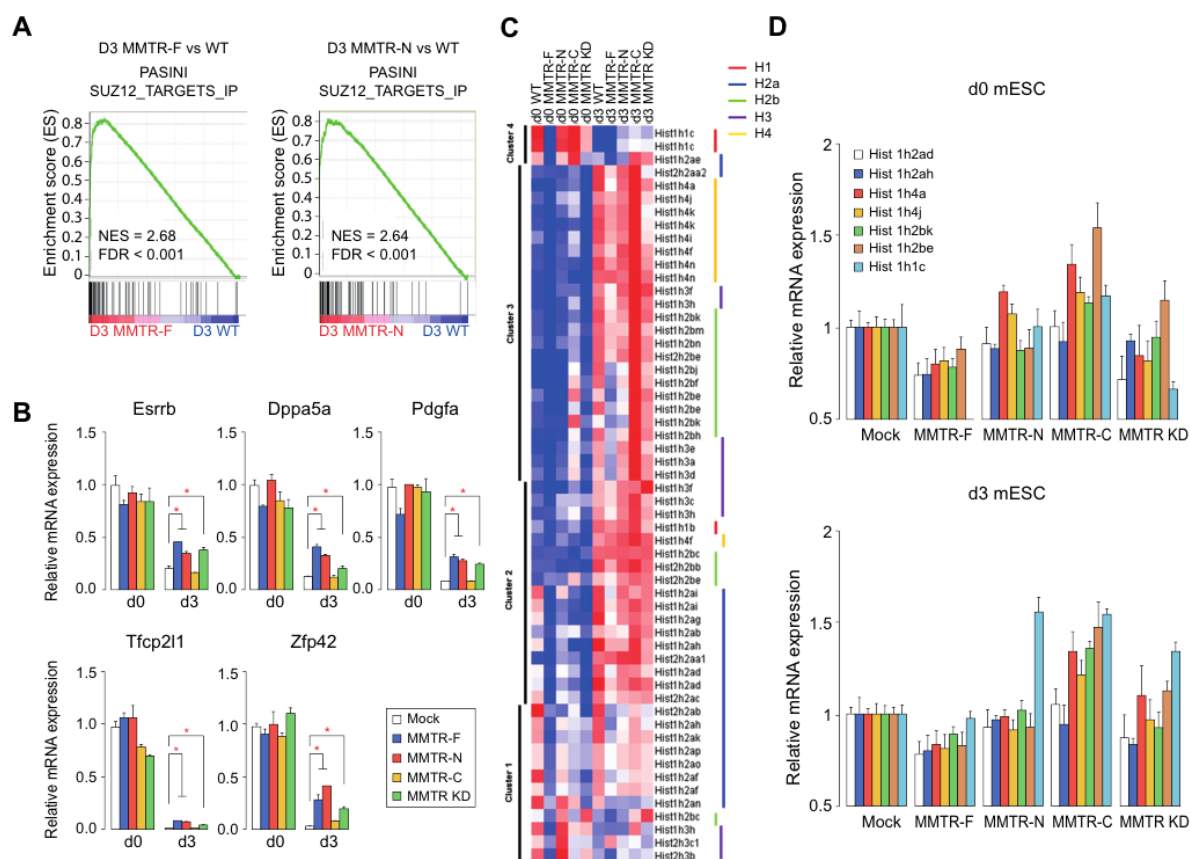

Figure S2. The contribution of MMTR/Dmap1 mutant cells and their effects on the mESC differentiation. **(A)** GSEA2 analysis of MMTR/Dmap1-full length or -N term overexpressed mESCs compared to wild type. **(B)** RT-qPCR of selected target genes from each mutant cell line under undifferentiation (d0) and differentiation condition (d3). **(C)** Heatmap showing expression levels of the histone gene cluster genes by microarray and **(D)** RT-qPCR showing expression levels of the selected histone genes in each MMTR/Dmap1 mutant at d0 and d3. $n = 2$. *, $p < 0.05$.

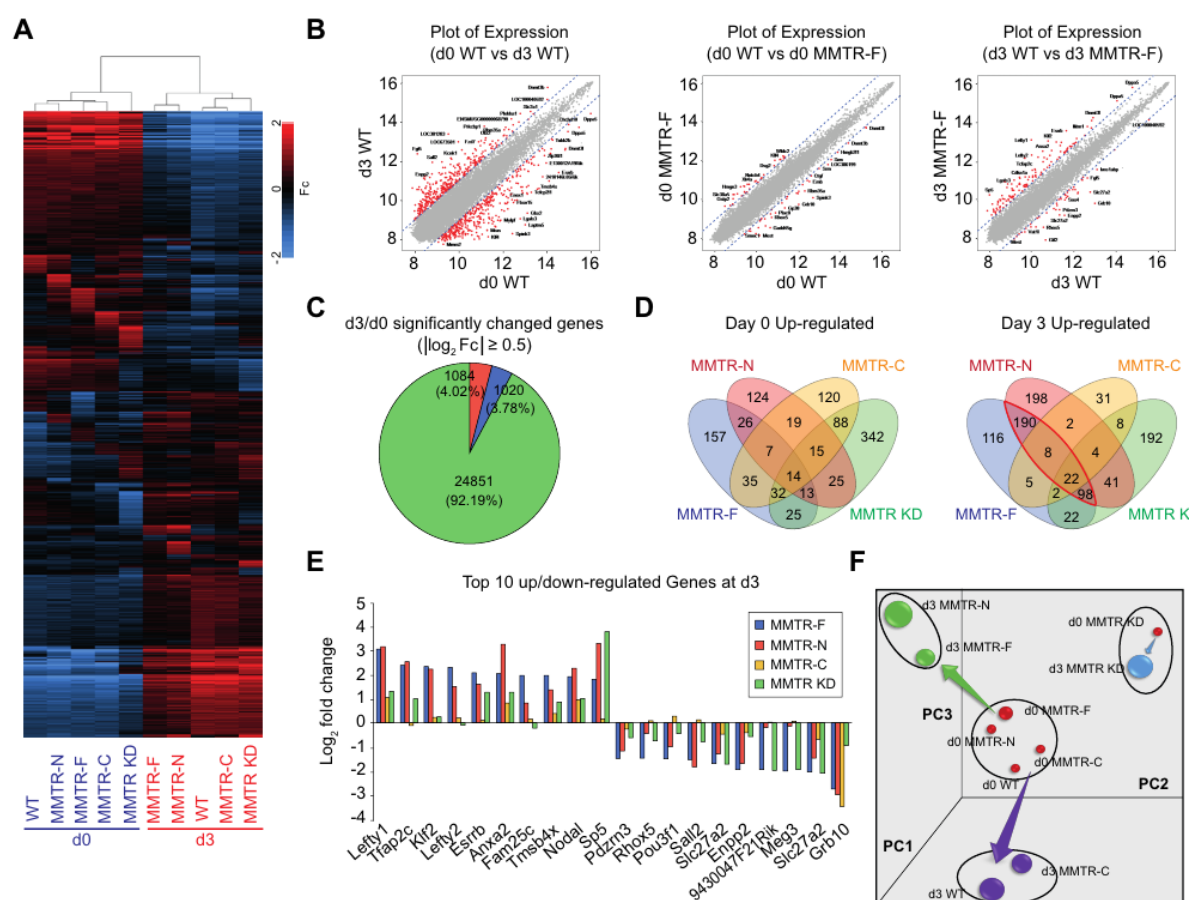

Figure S3. High throughput expression analysis of each MMTR/Dmap1 mutant cell by microarray. **(A)** Heat map analysis of each MMTR/Dmap1 mutant cell line on day 0 (d0) and day 3 (d3), and **(B)** scatter plots of datasets in wild type and MMTR/Dmap1-full length overexpressed mESCs on d0 and d3. Number of **(C)** preferentially expressed genes in wild type mESCs and **(D)** up-regulated genes in each MMTR/Dmap1 mutant cell for 3 days spontaneous differentiation. **(E)** RT-qPCR showing expression of selected up- or down-regulated genes in each MMTR/Dmap1 mutant cell line compared to wild type mESCs on d3. **(F)** Principal component analysis of gene expression in each MMTR/Dmap1 mutant cell.

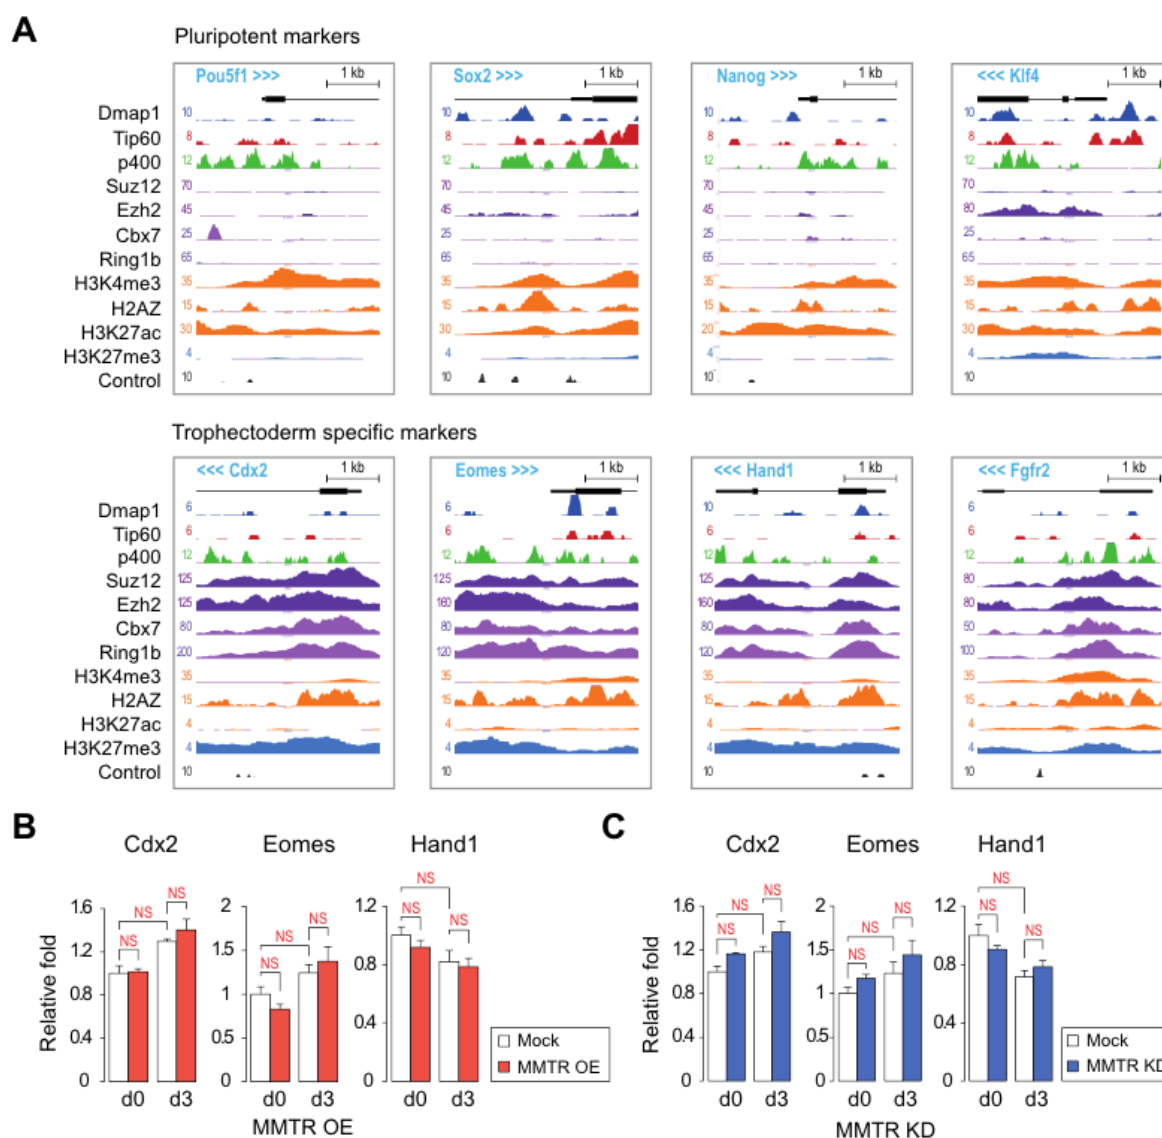

Figure S4. MMTR/Dmap1 does not regulate trophoblast marker genes. **(A)** Binding patterns of MMTR/Dmap1, Tip60-p400 complex, PRC1/2 complex, and H2A.Z, and activation or inactivation histone marks at regulatory regions including CpG islands of pluripotency or trophoblast marker genes. **(B-C)** Trophectoderm marker gene expression profiles during maintenance or differentiation of MMTR/Dmap1-KD / OE cells by RT-qPCR. NS, no significant.

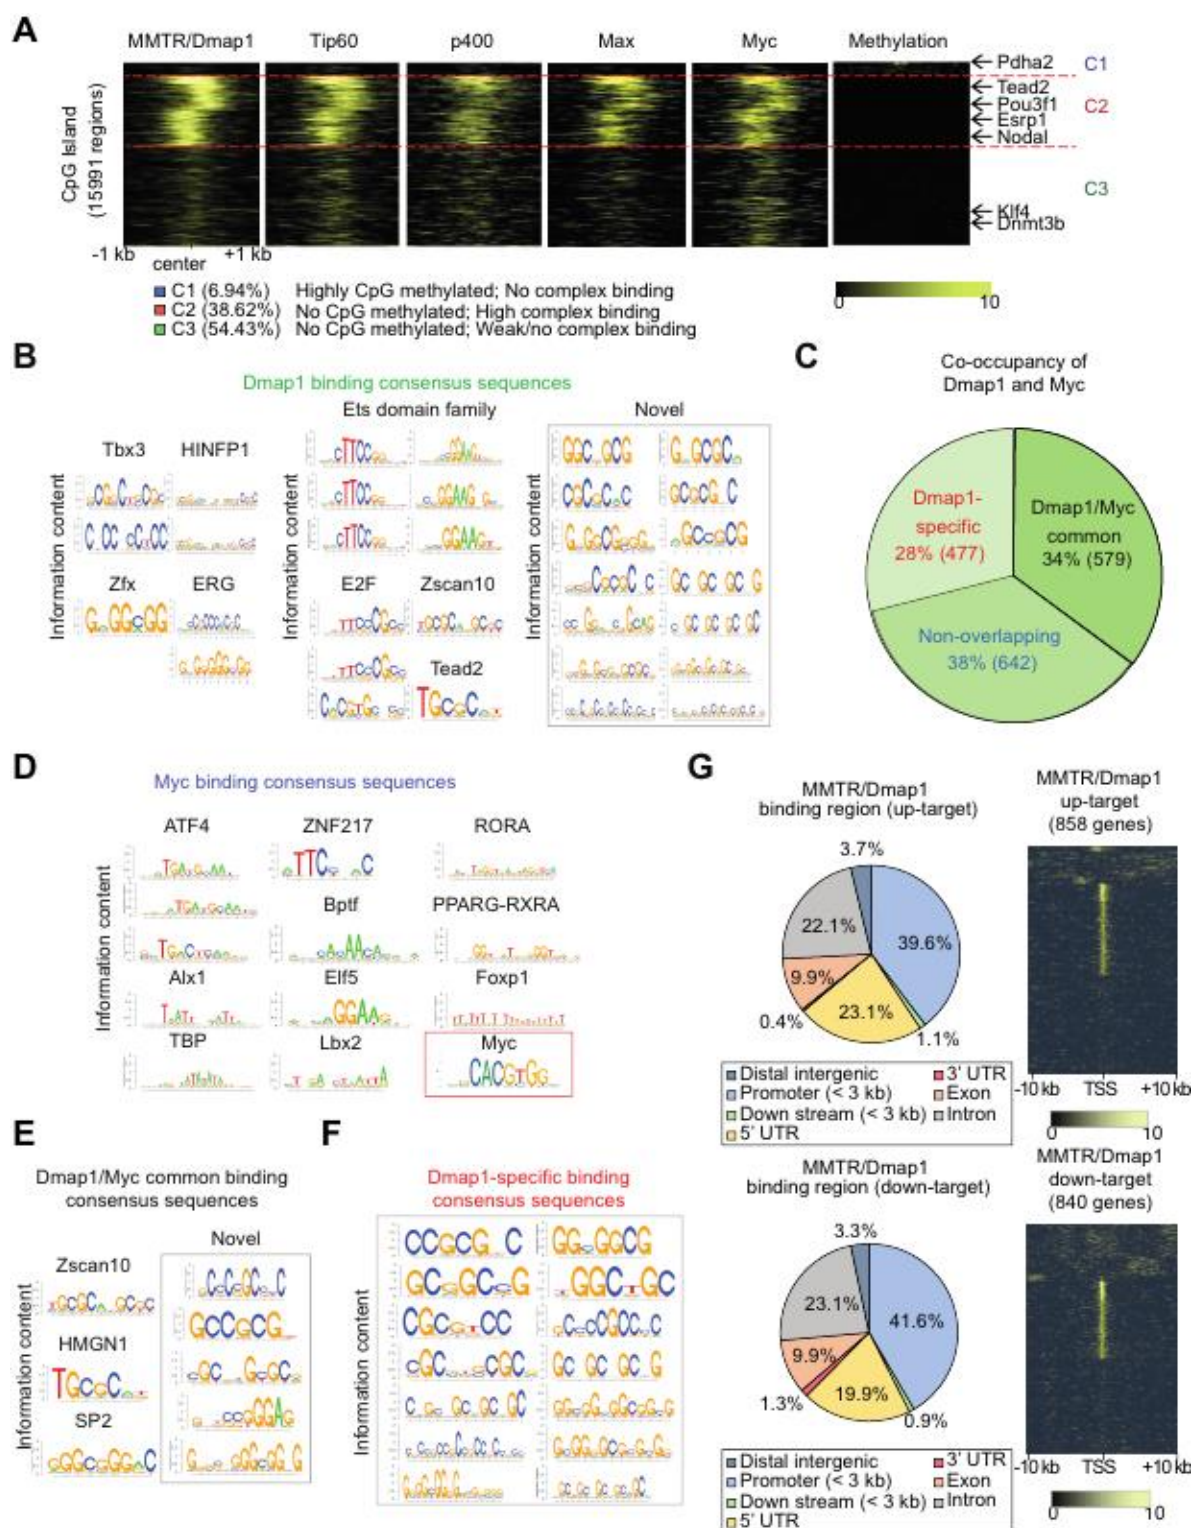

Figure S5. Tip60-p400 complex subunit MMTR/Dmap1 regulates the expression of genes involved in maintenance and differentiation of mESCs. (A) ChIP-seq heat maps of MMTR/Dmap1, Tip60, p400, Max, and Myc enrichment on the 15,991 CpG island-containing regions from -1 Kb to +1 Kb from each peak center. Heat maps are sorted by DNA methylation propensity. C1 to C3 regions represent three criteria. C1: high methylation, but no MMTR/DMAP1-Tip60-p400 complex binding (Pdha2). C2: No methylation, but high MMTR/DMAP1-Tip60-p400 complex binding (Tead2, Pou3f1, Esrp1, and Nadal). C3: No methylation as well as weak (or no) MMTR/DMAP1-Tip60-p400 complex binding (Klf4 and Dnmt3b). (B) Binding consensus sequences of MMTR/Dmap1 in TSS (-1 kb ~ +1 kb) of its 1698 target genes. Ets domain family and GC-rich sequences are enriched in MMTR/Dmap1 target genes. Tbx3, T-box transcription factor 3; HINFP1, Histone H4 transcription factor 4; Zfx, Zinc finger

protein X-linked; ERG, ETS transcription factor; Zscan10, Zinc finger and SCAN domain containing 10. (C) Co-occupancy with Myc in MMTR/Dmap1 target genes. Among 1698 target genes of MMTR/Dmap1, 579 genes (34%) are overlapped with those of Myc, and 477 genes (28%) are only MMTR/Dmap1-specific. In addition, both MMTR/Dmap1 and Myc bind to different regions of 642 genes (38%). (D) Consensus sequences of Myc binding in MMTR/Dmap1 target genes from panel (C). Myc consensus sequence is indicated by red square. ATF4, Activating transcription factor 4; ZNF217, Zinc finger protein 217; RORA, RAR related orphan receptor A; Alx1, ALX homeobox 1; Bptf, Bromodomain PHD finger transcription factor; PPARG-RXRA, Peroxisome proliferator activated receptor gamma-Retinoid X receptor alpha; Elf5, E74 like ETS transcription factor 5; Foxp1, Forkhead box P1; TBP, TATA-box binding protein; Lbx2, Ladybird homeobox 2. (E) Consensus sequences of MMTR/Dmap1 and Myc co-occupancy regions from panel (C). (F) Consensus sequences of MMTR/Dmap1-specific binding regions from panel (C). SP2, Sp2 transcription factor. (G) Distribution of MMTR/Dmap1 binding sites in the significantly up- (858, upper) and down-regulated (840, lower) gene regions (right). ChIP-seq heat maps (next to corresponding percentage distribution circle) are extending from -10 kb to +10 kb from each TSS. Each row represents a gene, and enrichment denoted in yellow. The color bars indicate binding strength.

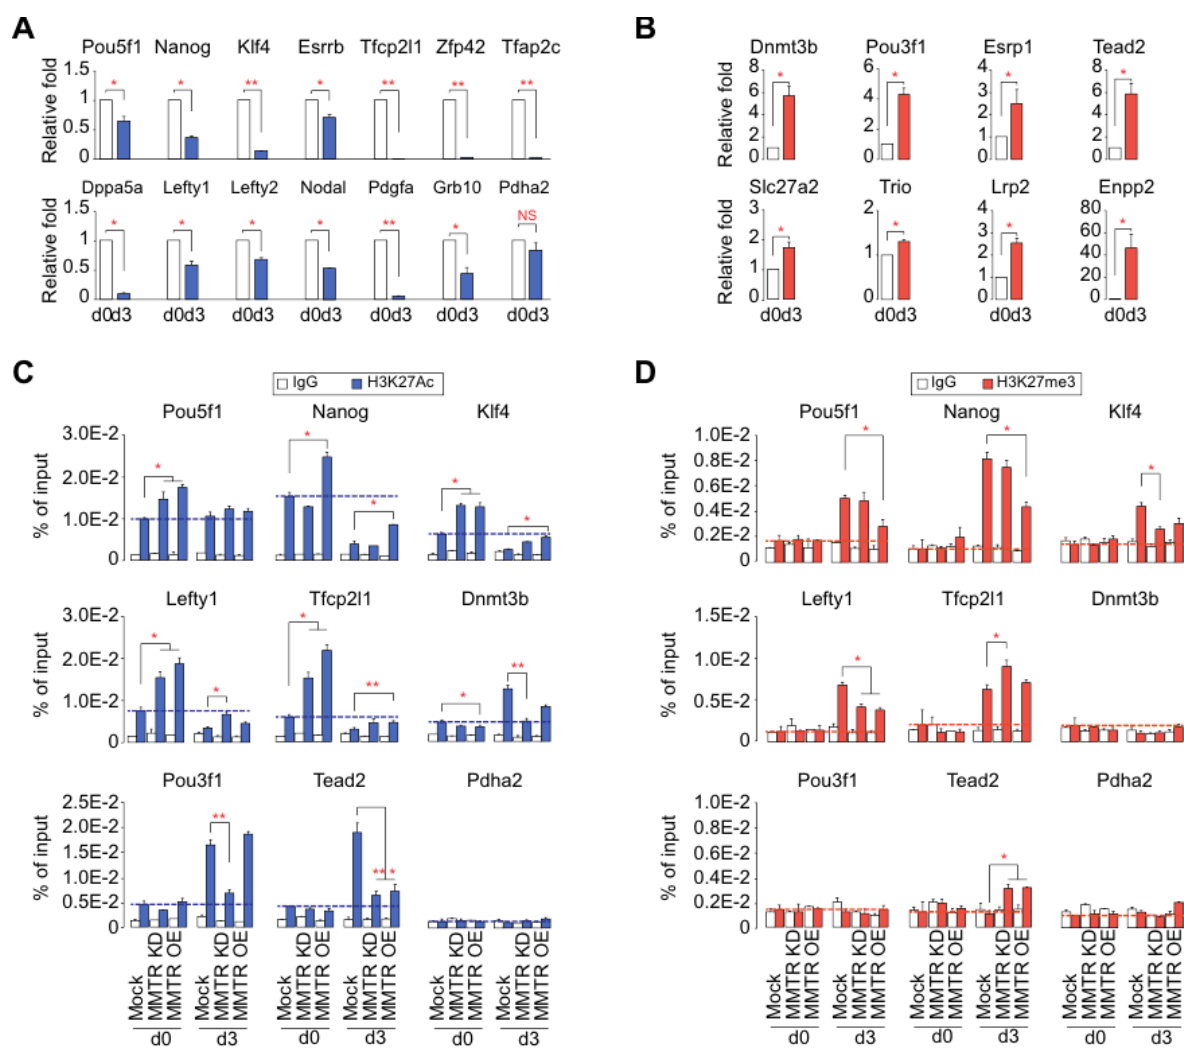

Figure S6. Differentiation dependent expression changes of selected commitment genes and MMTR/Dmap1 dependent H3K27 modification status in their promoters. (A,B) RT-qPCR graphs showing gene expression fold changes in MMTR/Dmap1 target genes (stemness genes; A, Developmental genes; B) of Figure 5A. (C,D) ChIP-qPCR graphs showing active (H3K27ac, C) and inactive (H3K27me3, D) marks at selected MMTR/Dmap1 target gene promoters in MMTR KD and OE cells of undifferentiated (d0) and differentiated (d3) mESCs. Pdha2 are used as a negative control and output values are represented as a percentage of the respective input DNA. *, $p < 0.05$; **, $p < 0.01$; NS, no significant.

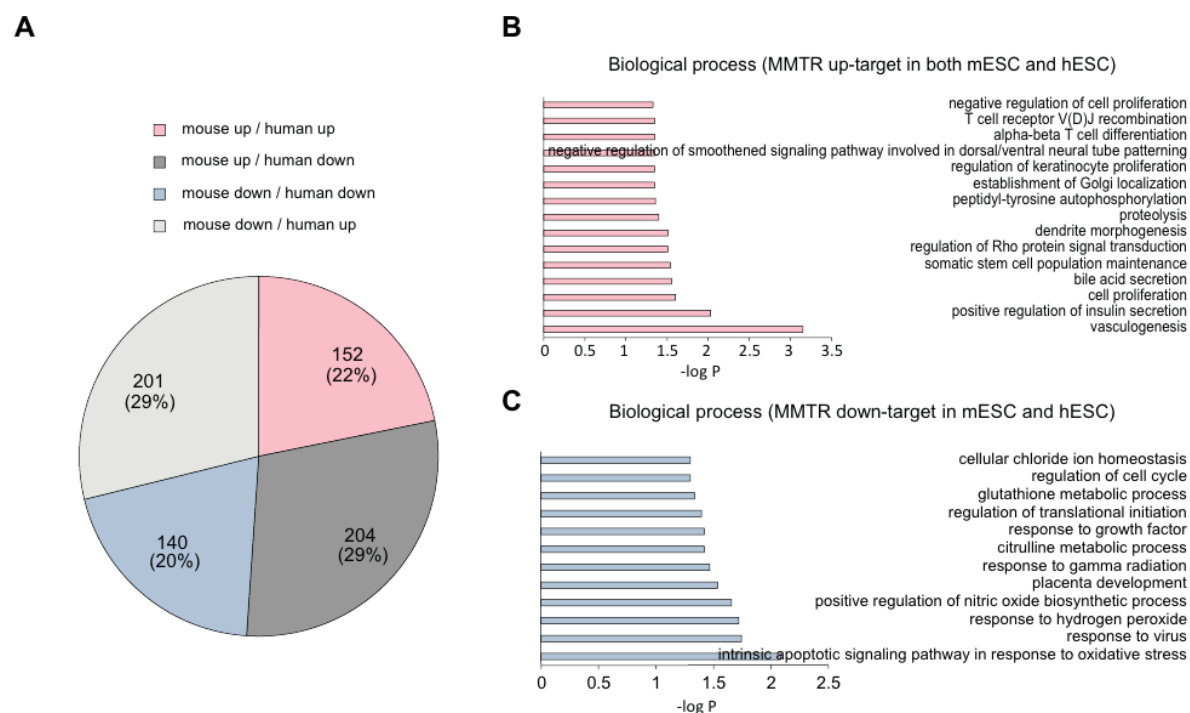

Figure S7. Comparison of MMTR/Dmap1 target genes in mouse and human ESCs. **(A)** The RNA expression profile change of hESCs differentiation (d0 and d12) (GSE15257) are compared to those of mESCs. GO term analysis of **(B)** up- or **(C)** down-regulated target genes in both mouse and human ESCs.

How the deposited data were processed for this re-analysis (not part of the article)

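10 libraries were analysed, 1 for each of 5 lines of mouse embryonic stem cells at each of 2 time points. The lines are WT, MMTR KD, MMTR-F, MMTR-C and MMTR-N, and the time points are d0, with LIF, and d3, after 3 days of differentiation. Each condition has 1 library, and no sample column was left unused. RNA was labelled with biotin and hybridized to Illumina mouse bead arrays.

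The authors deposited the mean bead signal (intensity) of 45281 probes per array and a detection p-value for each, as written by BeadStudio 3.2 according to the sample records, or by GenomeStudio according to the paper's methods. The lowest deposited signal is 139, and the signals are not background-subtracted. The authors also deposited log2 values of 16652 probes, filtered on detection and quantile normalized, with the same median of 9.23 in each library. These log2 values were checked against the signals. They differed by at most 0.044 from a log2 transformation and quantile normalization of the same signals, and by a median of 0.99 from the same steps after RMA background correction, which the series text names.

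From the deposited signals, probes with a detection p-value of 0.05 or less on at least 5 of the 10 arrays were kept (17775 of 45281), signals under 1 would have been set to 1 (0 were), and the values were put on a log2 scale and quantile normalized over the kept probes. On all arrays 13482 probes were detected, and on none 20837. The table supplied with the series matrix named genes for 14281 kept probes, with 9401 symbols, and left 3494 unnamed. Of the named probes, 14267 had a gene ID found in the RefSeq table, which changed 0 symbols. Genes of probes with no name in that table are not reported here. Where a symbol had several probes, the one with the highest mean signal stood for the gene.

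The number of libraries limits the precision of these values, since a single library per condition gives no replicate error. Median signals at d0 were 244 in WT, 218 in MMTR KD, 226 in MMTR-F, 229.9 in MMTR-C and 240.2 in MMTR-N, and at d3 341, 342, 337, 347 and 346. Between 16699 and 18837 probes were detected per array.

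Differences between 2 libraries are given as log2 values with no test. A change was counted at a log2 difference of 0.5. The change between d3 and d0 common to the lines, and the difference of each line from WT over both days, were tested with limma 3.58.1 in R 4.3.3 (line and day as terms, empirical Bayes variances with 4.06 prior degrees of freedom, two-sided, Benjamini-Hochberg adjustment over all kept probes, threshold 0.05). The test was run on simulated data with known changes in a small share of the probes. It called 33.3% of line differences of 0.5, 81.8% of those of 1 and 98.1% of those of 2, with 12 unchanged probes called for the day and 9 for a line. Principal components were taken over the 1000 most variable probes, centred and not scaled, and clustering used average linkage on 1 minus the Pearson correlation. The correlation of 2 lines that share a WT library was set beside that of simulated lines without a change. The spread in that simulation was the residual of the fit of line and day, which holds changes of single lines between days. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

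Gene lists were written before the data were examined, from textbook knowledge: core and naive pluripotency, LIF/STAT3 response, primed epiblast, neuroectoderm, mesendoderm and mesoderm, primitive and visceral endoderm, trophectoderm, the Nodal pathway, the Tip60-p400 complex, Polycomb complexes, DNA methylation, Myc and ribosome biogenesis, histone genes, G1/S and G2/M genes, cell cycle inhibitors, the p53 response, ER and amino acid stress, the interferon response, glycolysis and hypoxia, imprinted, germline and 2-cell-like genes, fibroblast and macrophage markers, and housekeeping genes. Others were taken from the paper (Figures 3D, 5A and S3E, the germ layer markers of Figures 1D and 2E, and Table S2). Histone genes are also shown in the paper's Figure S2C on these arrays. Their medians were compared with those of 10000 random lists of the same size, drawn from 20 bins of mean signal. Named genes were chosen by a rule written before the data were examined: Dmap1, genes that the paper names for the arrays (whose values in its figures had been seen), the 10 largest rises and 10 largest falls over the 5 lines, the 5 highest and 5 lowest probes of each line on both days, up to 4 members of each list, and members of the Tip60-p400 and Polycomb lists that differed by 0.5 from WT. A probe not detected in one library is given as a bound, and one detected in neither is not named. Alternatives covered the background correction, the normalization, the order of steps, the filter on dim probes, the deposited table, the threshold, the unit of counting, the control library, the choice of probe, the variance prior, the pairing of lines, the methods' own test and leaving out each line. The binding data, RT-qPCR, blots and assays of the paper were not analysed here.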

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

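The test of an exchange between the lines labelled MMTR-F and MMTR-C and the test of the signal range of the d3 arrays were chosen only after the result they bear on was seen.

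Dmap1 read 12.00 at d0 and 12.00 at d3 in the library labelled MMTR-C, each far from the other 4 libraries of its day (Dixon ratios of 0.803 and 0.868, where 0.71 is the critical value, and chance flags about 1 in 20 groups), and it was not lower in the line labelled MMTR KD nor higher in MMTR-F or MMTR-N. An exchange of single libraries between lines is argued against, since in 4 of 4 lines the chromosome medians at d0 correlated best with those of the same line at d3 (r of 0.93 in MMTR KD, 0.87 in MMTR-F, 0.90 in MMTR-C and 0.54 in MMTR-N), though for MMTR-N this is weak, as its r with MMTR-F at d3 was 0.43, and what speaks against an exchange there is that a partner would be out of place among the other lines. An exchange of the whole lines labelled MMTR-F and MMTR-C cannot be told apart from correct labels, because 1 of 3 overexpressing lines had a raised signal and the place of the probe in the gene is not known. The paper's assays run with the labels, as MMTR-F and MMTR-N cells share lower proliferation and form no teratomas while MMTR-C cells resemble controls (Figures 2D and S1E), and on the arrays the library labelled MMTR-F lay near MMTR-N and that labelled MMTR-C near WT, but neither shows which RNA was hybridized. A line that lost its transgene or its knockdown by the time of the RNA extraction stays open as well, and was not tested.

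Genes of chromosome 8 were lower in the line labelled MMTR KD, a signal in genes the paper does not discuss, with medians of -0.30 at d0 and -0.33 at d3 over 528 genes. The normalization is argued against, since the chromosome stayed at -0.32 or lower relative to all genes under every other setting on both days, and so is an effect of a few genes, since 76.9% of the genes were lower on both days. A lower copy number of the chromosome in this clone is consistent with a median of -0.24 or lower in each of 4 equal parts of the chromosome's genes on both days, and remains a hypothesis found on these data. An effect of the MMTR knockdown itself was not tested, as the design has 1 such line.

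Naive pluripotency genes were higher at d3 in the lines labelled MMTR-F and MMTR-N, where their fall was 35.0% and 41.7% of that in WT. A narrower signal range of these d3 arrays is argued against, since the median fall of 8 LIF/STAT3 genes outside the naive list was at least 104% of that in WT in both lines. A share of undifferentiated cells at d3 may account for part of the pattern and cannot be told apart from a slower exit from the naive state, since 83.1% of 183 probes that fall by 1.5 in MMTR-C were higher than WT in MMTR-N and 88.0% in MMTR-F, beside 80.3% in MMTR KD and 70.5% in MMTR-C itself, between the bounds set for either answer. An effect of the constructs, which the design names, stays open and untested.

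Several genes differed between d3 and d0 in one direction in WT and in the other in a mutant line, each from 1 library per condition, and these differences were not tested. Anxa2 differed by -1.16 in WT, 0.59 in MMTR KD, 1.79 in MMTR-F and 2.32 in MMTR-N. Lefty1 differed by -2.24 in WT, 1.64 in MMTR-F and 1.35 in MMTR-N. Nodal differed by -1.29 in WT, 0.74 in MMTR KD, 1.10 in MMTR-F and 1.24 in MMTR-N. Slc27a2 differed by 0.77 in WT and -0.81 in MMTR KD. Sp5 was at least 2.22-fold lower at d3 in WT, and differed by 2.29 in MMTR KD, 1.64 in MMTR-F and 3.41 in MMTR-N. Tfap2c differed by -1.75 in WT and 1.14 in MMTR-N.

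Further signals lay in genes the paper does not discuss. Eif2s3y differed from WT by -3.49 at d0 and -3.54 at d3 in MMTR KD, -3.50 and -3.76 in MMTR-C and -3.78 and -3.77 in MMTR-N, values near the array floor that stand for at least 11.1-fold at d3, and by 0.05 and -0.00 in MMTR-F. Genes of chromosome 14 had medians of 0.23 at d0 and 0.22 at d3 above WT in MMTR-C (334 genes). Genes of chromosome X had medians of 0.24 and 0.27 above WT in MMTR-F (328 genes).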

How the results depend on the processing

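The alternatives were set before the data were examined, apart from the settings with named probes only, without chromosome 8, or outside chromosomes 8, X and Y, and the mean of all probes of a gene, which were chosen after the data were seen. Where a value moved, the cause was not tested unless the alternative itself gives it, as with fewer probes tested or a higher threshold. Of the gene list values compared under other settings, 1093 were the same, 348 moved and 0 were counted as reversed. Lists with too few measured genes for a percentile among random lists were left out. The lists compared were those of WT between d3 and d0, whatever the size of their median. Those of other comparisons were included where the median was 0.3 or more from 0 and also outside most random lists. A reversal was counted only for lists outside most random lists, so the count does not cover every median of 0.3 or more. The separation of the days in the clustering of libraries, the partners of the d3 libraries and the place of MMTR KD at d0 were the same in all 11 settings. Signal over background sets a limit at d3, where fewer probes were detected than at d0, and a line with 1 library per day allows no estimate of its own error.

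With a threshold of 1, 808 probes differed between d3 and d0 in WT, and from WT 173, 83, 79 and 44 at d0 in MMTR KD, MMTR-F, MMTR-C and MMTR-N and 128, 177, 9 and 240 at d3. With RMA background correction these counts were 8630, then 6515, 5000, 4746 and 3954 at d0 and 5368, 5745, 2848 and 6121 at d3. With normexp background correction they were 5023, then 2996, 1841, 1684 and 1147 at d0 and 2065, 2384, 456 and 2685 at d3. With one probe per gene symbol, 2048 genes differed in WT, 612 and 841 in MMTR-F at d0 and d3, and 560 in MMTR-C at d0. Median scaling kept the counts within 1.5-fold but lowered the share of higher probes, to 33.4% from 49.4% in MMTR KD at d0 and to 40.7% from 54.2% at d3, to 35.5% from 51.8% and 47.7% from 59.9% in MMTR-F, to 43.4% from 59.9% in MMTR-C at d0, and to 52.0% from 62.8% and 47.1% from 59.7% in MMTR-N.

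The median SD of log2 differences was 0.449 between days, 0.253 between lines at d0 and 0.281 at d3. It was 0.972, 0.545 and 0.626 with RMA, 0.580, 0.325 and 0.365 with normexp, and 0.301, 0.184 and 0.193 with no detection filter, and 0.507 between days with median scaling. Spearman correlations had medians of 0.912, 0.972 and 0.962. The SD between MMTR-N and MMTR-F at d3 was 0.484 with RMA, 0.273 with normexp and 0.148 with no detection filter, and the correlation of their differences from WT was 0.607 and 0.609 with MMTR-C as the control of one line. The first component held 76.8% with median scaling and 59.7% over all kept probes. The histone median in MMTR-C at d3 was 0.86 with RMA and 0.52 with normexp.

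In the 5-line test 8657 probes passed, 4681 with one probe per gene symbol, where fewer were tested. Leaving out each line in turn gave 7076 to 7675, and the methods' test 9837 at an unadjusted p under 0.05 and 6405 after adjustment. With no replicate block, that is without pairing the libraries of a line, 6919 passed. Against WT, 588 passed in MMTR KD, 923 with median scaling (272 higher and 651 lower), 61 with RMA and 265 among named probes without chromosome 8. In MMTR-F 8 passed, 2 with the deposited table, with one probe per gene symbol, with named probes only and without chromosome 8, 3 with RMA, 5 among probes detected on all arrays, 19 with normexp, 22 with a trended robust prior, 50 with median scaling and 129 with no detection filter. In MMTR-C 3 passed, 5 with normexp and with the trended prior and 7 with no filter. In MMTR-N 13 passed, 22 with median scaling, 20 with no filter and 2 with RMA.

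Of single genes in the 5-line test, 2460 values were the same, 112 weaker, 38 stronger and 1 reversed, H2ac15, at -0.067 with median scaling against 0.20. Of differences between 2 libraries, 7045 were the same, 998 moved and 26 reversed, all with another probe of the gene. Between d3 and d0, the other probe gave -0.048 for Aebp2, -0.066 for Bbc3, -0.30 for H2bc21, -0.055 for H3c7 and 0.37 for Sox7 in MMTR-C, and 0.046 for Sox7 in WT. In MMTR KD it gave -0.054 for Bbc3, -0.10 for Impact, -0.17 and -0.17 for Kdm2b, -0.18 for Mcm7, -0.55 for Sall4 and 0.34 for Sox7. It gave -0.061 for Impact in MMTR-F, and -0.048 for H2bc21, 0.13 for H2bc4 and 0.50 for Lin28a in MMTR-N. Against WT at d0 it gave -0.21 for Cdkn1a, -0.039 for H1f10, 0.36 for Mcm7, 0.40 for Sall4 and -0.11 for Smad3 in MMTR KD, -0.038 for Smad3 and -0.19 for Sox7 in MMTR-C, and -0.038 and -0.029 for Jam2 in MMTR-N.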

Differences from the paper's values

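The settings with named probes only and with the mean of all probes of a gene were chosen after the values were seen, and the other alternatives before the data were examined.

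Between d3 and d0 of WT, at the paper's threshold of 0.5, the paper's count of changed genes is 2104 and the count here is 3210 probes. The paper's 1084 upregulated and 1020 downregulated genes stand beside 1655 and 1555 probes. The counts fall within 1.5-fold of the paper's with one probe per gene symbol (2048, 1089 and 959), with probes detected on all 10 arrays (2734, 1430 and 1304) and with the deposited table (3091, 1599 and 1492), and for the lower count alone with a detection p of 0.01 or less (1523). They also do so with named probes only (2714, 1406 and 1308) and with named probes outside chromosome 8 (2577, 1331 and 1246), both chosen after seeing the values. They do not with RMA or normexp background correction, median scaling, quantile normalization over all probes, no detection filter or a threshold of 1.

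The paper's shares are 7.8% changed, 4.02% upregulated and 3.78% downregulated, and those here are 18.1%, 9.31% and 8.75%. With no detection filter they were 7.20%, 3.68% and 3.52%, within 1.5-fold of the paper's, and with the other alternatives they were not. The paper's number of genes in the array is 26955, and 17775 probes were examined here. None of the settings came within 1.5-fold of it, while 24444 probes, a count closer to the paper's, were detected on at least 1 array.

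The log2 change of Sox2 in WT is about -0.90 in Fig. 3D, read by eye, and -1.12 here, and that of Klf4 is about -2.4 in Fig. 3D and -3.18 here, where Klf4 was not detected at d3 and stands for at least 8.74-fold. No alternative came within the reading error of 0.1 for either gene, nor did the other probes of Klf4 (-2.67 and -1.69) or the mean of its probes (-2.52), which was chosen after seeing the values. The values of Pou5f1, Nanog and Fgfr2 lie within that error.

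Counts of genes higher than WT were read by eye from Figure S3D, for which the paper's text names no threshold, and are set beside counts of probes at 0.5. At d0 they are about 310 in MMTR-F, about 240 in MMTR-N, about 330 in MMTR-C and about 550 in MMTR KD in Figure S3D, and 478, 361, 511 and 846 here. At d3 they are about 460, about 560, about 82 and about 390 in Figure S3D, and 760, 887, 125 and 599 here. With one probe per gene symbol (345, 263, 354 and 621 at d0, 509, 626, 91 and 428 at d3) and with probes detected on all 10 arrays (426, 306, 468 and 764 at d0, 680, 777, 120 and 529 at d3) all 8 counts fall within 1.5-fold. With the deposited table the counts at d0 (458, 348, 490.0 and 816) and those of MMTR-C and MMTR KD at d3 (120 and 576) do, and with median scaling that of MMTR KD at d0 (787) and those at d3 (601, 728, 99 and 455). With a detection p of 0.01 or less those of MMTR-N at d0 (357), MMTR-C at d3 (122) and MMTR KD at d3 (580.0) do, and with quantile normalization over all probes that of MMTR-N at d0 (359). With named probes only (425, 310, 436 and 746 at d0, 654, 781, 112 and 524 at d3), and with named probes outside chromosome 8 (397, 280, 428 and 739, then 620, 740, 111 and 518), all 8 do as well, both chosen after seeing the values. RMA and normexp background correction, no detection filter and a threshold of 1 do not bring them there.

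Figure 3D places changed expression among the pluripotency markers alone and concerns WT, where Fgfr2, a trophectoderm marker, differed by -0.04 here. Over the 5 lines, 4 of them mutant and so not the group of that figure, Fgfr2 rose by 0.89 (adjusted p = 0.018 from limma). For mutant lines the paper cites RT-qPCR of trophectoderm markers in MMTR KD and overexpressing cells (Figure S4). Its primer list names Cdx2, Eomes and Hand1 but not Fgfr2, and the assay was not analysed here.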

Other observations

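The split tests of the 5-line comparison were chosen only after its result was seen.

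Genes of the p53 response and of glycolysis and hypoxia had medians above WT at d3 in the 4 lines as labelled. Of 11 measured genes of the p53 response, 7 rose between d0 and d3 over the 5 lines, 1 fell and 3 did not pass limma's test, over all probes and when adjusted over the list alone, and their median difference from WT at d3 was 0.85 in MMTR-N, 0.45 in MMTR KD, 0.44 in MMTR-F and 0.33 in MMTR-C, each at percentile 99.98 or higher of 10000 random lists. Cdkn1a, which encodes p21, was 2.35 higher than WT in MMTR-N, 1.98 in MMTR KD and 1.86 in MMTR-F, and Mdm2, a target and inhibitor of p53, 1.70, 0.73 and 1.17. Of 9 measured genes of glycolysis and hypoxia, 6 rose and 3 did not pass (the same when adjusted over the list alone), with medians above WT at d3 of 0.91 in MMTR-N, 0.43 in MMTR-F, 0.30 in MMTR KD and 0.26 in MMTR-C. Ndrg1 was 1.95 higher and Egln3, a prolyl hydroxylase gene induced by hypoxia, 1.84 higher in MMTR-N. Of 9 genes of ER and amino acid stress, 1 rose, 3 fell and 5 did not pass, with medians above WT of 0.39 at d0 and 0.42 at d3 in MMTR-N and, at d3, medians of 0.10 in MMTR KD, 0.02 in MMTR-F and -0.03 in MMTR-C. In MMTR-N, Chac1 stood 3.24, Trib3 1.51 and Herpud1 1.23 above WT at d0. These differences rest on 1 library per condition, and the Dmap1 signal was raised in MMTR-C alone. All differences from WT on a day share 1 WT library. A low reading of these genes in WT at d3 would raise the medians of the 4 lines together, so the lines do not agree independently.

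Imprinted and germline genes and Nodal itself had different values in the lines as labelled, and these differences were not tested. Of 10 measured genes of the Nodal pathway, 4 rose, 2 fell and 4 did not pass, the same when adjusted over the list alone, and the list's median difference from WT at d3 was near 0, -0.08 in MMTR-F, -0.04 in MMTR-N, 0.02 in MMTR KD and 0.17 in MMTR-C, while Nodal itself stood 2.05 above WT at d3 in MMTR-F, 2.38 in MMTR-N, 1.11 in MMTR KD and 1.08 in MMTR-C. Of 11 imprinted genes 4 rose, 1 fell and 6 did not pass, the same when adjusted over the list alone, with a median below WT at d0 in MMTR-F (-0.62) and MMTR-C (-0.38). Mest, an imprinted hydrolase gene, was at least 3.59-fold lower than WT at d0 in MMTR KD and in MMTR-C. Of 5 germline genes 2 fell, and 3 did not pass, the same when adjusted over the list alone. The X-linked gene Xlr4a was 2.37 higher than WT at d0 in MMTR-N and at least 5.18-fold lower at d3 in MMTR-C. Among Polycomb genes, Pcgf5, a subunit of PRC1, stood 1.55 above WT at d3 in MMTR-N, 0.96 in MMTR KD and 0.91 in MMTR-F, and Rbbp7, which encodes a histone-binding subunit of PRC2, 1.14 in MMTR-N and 0.99 in MMTR-F. Among Tip60-p400 genes, Epc1 differed from WT by -0.64 at d0 in MMTR-F, and Meaf6 was at least 1.28-fold lower in MMTR-F and in MMTR-C at d3.

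Genes of Figure 5A were also on the arrays. Of its 13 stemness genes, 8 fell and 5 did not pass in the 5-line test, and their median between d3 and d0 was -2.02 in WT, -2.07 in MMTR-C, -0.66 in MMTR-N, -0.56 in MMTR KD and -0.31 in MMTR-F. Of 7 measured developmental genes, 6 rose and 1 did not pass, with medians of 1.73 in WT, 2.14 in MMTR-C, 1.35 in MMTR KD, 1.29 in MMTR-N and 0.92 in MMTR-F. Of the genes of Figure S3E, 5 of 10 that are higher in the mutants fell over the 5 lines, and of the 6 measured that are lower 3 rose and 1 fell. Of the germ layer markers of Figures 1D and 2E, Nes and Fgf8 were measured and rose, by 0.47 and 1.47. All these counts are the same when adjusted over the list alone, and the study chose the genes on these samples or lines, so they are not independent evidence. Fgf8 was 1.73 higher than WT at d3 in MMTR KD and 1.72 in MMTR-N. By RT-qPCR, another assay, the paper has Fgf8 increasing later in MMTR-F and MMTR-N (Figure 2E), which the array value of MMTR-N at d3 does not show.

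The 3 measured fibroblast markers, of 10 listed, had a median between d3 and d0 of 0.20 in WT and -0.04 in MMTR-F, and 1 rose. The 1 measured macrophage marker, Csf1r, did not pass the test. The 1 measured gene of the 2-cell-like state, Eif1a, fell by 0.21. Of 4 measured interferon response genes 2 rose and 2 fell, with medians of -0.55 in WT and in MMTR KD and 0.38 in MMTR-C. Of 8 housekeeping genes 2 rose and 1 fell (1 and 0 when adjusted over the list alone), with a median of 0.01 in WT. Unless given, counts adjusted over the list alone are the same.

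Medians over the genes of other chromosomes also lay away from WT, in some over part of the chromosome only. Genes of chromosome 1 had medians above WT of 0.29 at d0 and 0.12 at d3 in MMTR KD and of 0.26 and 0.10 in MMTR-C, of 0.16 and -0.03 in MMTR-F and of -0.01 and -0.18 in MMTR-N. In WT itself they differed by 0.15 between d3 and d0, against -0.02 to 0.02 in the other lines, so the differences from WT on chromosome 1 depend on which WT library is the control. Genes of chromosome 13 had medians of -0.17 and -0.19 in MMTR-F, those of chromosome 4 of -0.08 and -0.12 there, those of chromosomes 16 and 14 of 0.14 and 0.13 and of 0.16 and 0.10 in MMTR KD, and those of chromosome X of 0.05 and 0.15 in MMTR-N.

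For the 8657 probes that passed the 5-line test, the 10 libraries were regrouped into other splits of 5 against 5. Of 100 splits drawn, 1 gave a count as large, the real one, and the highest count of the others was 0. Most of these splits keep both days of some lines together, which leaves the change between days in the residual, so they do not exclude a chance split. Of the 16 splits that part the days of each line, 1 gave a count as large, with 8657 for the real split and 0 for the highest other, and 16 are too few for a share under 0.05.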
